# A Mediator-cohesin axis controls heterochromatin domain formation

**DOI:** 10.1038/s41467-022-28377-7

**Published:** 2022-02-08

**Authors:** Judith H. I. Haarhuis, Robin H. van der Weide, Vincent A. Blomen, Koen D. Flach, Hans Teunissen, Laureen Willems, Thijn R. Brummelkamp, Benjamin D. Rowland, Elzo de Wit

**Keywords:** Epigenomics, Chromosomes, Epigenetics

## Abstract

The genome consists of regions of transcriptionally active euchromatin and more silent heterochromatin. We reveal that the formation of heterochromatin domains requires cohesin turnover on DNA. Stabilization of cohesin on DNA through depletion of its release factor WAPL leads to a near-complete loss of heterochromatin domains. We observe the opposite phenotype in cells deficient for subunits of the Mediator-CDK module, with an almost binary partition of the genome into dense H3K9me3 domains, and regions devoid of H3K9me3 spanning the rest of the genome. We suggest that the Mediator-CDK module might contribute to gene expression by limiting the formation of dense heterochromatin domains. WAPL deficiency prevents the formation of heterochromatin domains, and allows for gene expression even in the absence of the Mediator-CDK subunit MED12. We propose that cohesin and Mediator affect heterochromatin in different ways to enable the correct distribution of epigenetic marks, and thus to ensure proper gene expression.

## Abstract (web summary)

The link between 3D genome architecture and gene expression is still far from resolved. Here the authors show that loss of the CDK catalytic subunit of the Mediator complex results in heterochromatic silencing, which can be rescued by stabilization of cohesin on chromatin.

## Introduction

Within the nucleus active and inactive genomic regions segregate into euchromatin and heterochromatin. The latter is molecularly defined by the post-translational methylation of the ninth lysine of histone H3 (H3K9me)^1,2^. This histone modification creates a binding site for heterochromatin protein 1 (HP1). Recent results suggest that heterochromatin forms a phase-separated compartment inside the nucleus^3^. Heterochromatin has the propensity to self-amplify through the interaction of HP1 with the histone methyltransferase Suv39h, which methylates H3K9 and creates binding site for HP1^4^. How this amplification is kept in check remains unknown.

The distribution of heterochromatic histone marks shows a remarkable correlation with many genomic features. Examples include late replication^5^, lamina association^6^, and inactive compartments. Chromosomes are organized into multi-megabase domains called A and B compartments into which active and inactive chromatin is physically separated^7,8^. Cohesin-dependent chromatin loops counteract compartmentalization^9,10^, and loss of cohesin is associated with an increase in compartmentalization^9,11^.

The 3D genome has been heralded as an important factor in the regulation of gene expression. However, the total ablation of cohesin-dependent loops shows only mild overall effects on gene expression in cancer cell lines^12,13^. On the other hand, the loss of individual CTCF sites, through mutation or DNA methylation, can have severe pathological consequences in limb development^14^ and cancer progression^15^. Changes in the 3D genome may therefore have unexpected and cell-type-specific phenotypic effects.

In this work, we explore the role of chromatin loop formation and compartmentalization in the control of the epigenome and the expression of genes. We reveal a surprising link between the three-dimensional organization of the genome and the linear distribution of chromatin modifications. Stabilization of cohesin on chromatin, besides reducing compartmentalization, also counteracts heterochromatin domain formation. Loss of the Mediator complex CDK-module subunits MED12 and CCNC on the other hand increases both compartmentalization and heterochromatin domain formation. We conclude that a Mediator-cohesin axis controls both the spatial and the linear epigenome.

## Results and discussion

We have previously shown that the stabilization of cohesin on chromatin has a major effect on the 3D genome. Loss of the cohesin-release factor WAPL leads to a genome-wide increase in the length and number of CTCF-anchored loops^9,16^. This in turn leads to a severe decrease in compartmentalization (Fig. 1A). We wondered whether the change in the 3D genome was associated with a change in the epigenome. To this end, we mapped core histone modifications H3K4me1 and H3K9me3 in wild-type and *WAPL* knock-out (*∆WAPL*) HAP1 cells. In wild-type cells, H3K9me3 shows broad domain-like distributions that overlap almost exclusively with B compartments (Supplementary Fig. 1a). In A compartments, H3K9me3 shows a more focal distribution, covering transposable elements (Supplementary Fig. 1b). In ∆*WAPL* cells, we see a near-complete loss of H3K9me3 domains (Fig. 1B–D) and a doubling of H3K9me3 peaks (Fig. 1E). We also see a marked increase of H3K4me1 peaks in genomic regions that are H3K9me3 domains in wild-type cells (3414 vs. 8310, Fig. 1F). WAPL-mediated cohesin-release apparently maintains a balance between eu- and heterochromatin domains.

**Fig. 1:**
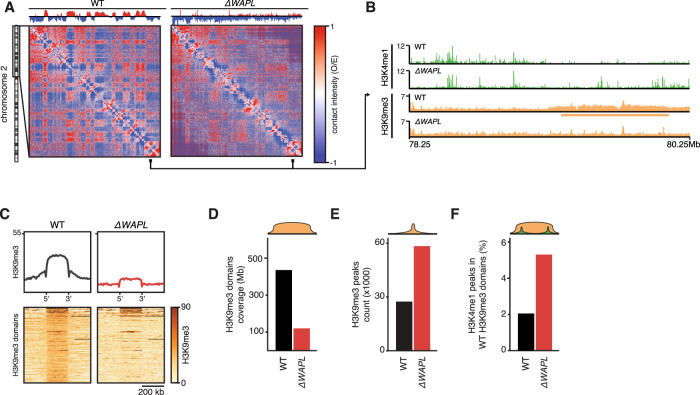
Stabilization of cohesin results in the loss of H3K9Me3 domains. **A** Observed over expected (O/E) Hi-C matrixplots at 100 kb resolution show the contact frequencies for wild-type (WT) and *∆WAPL* cells for the p-arm of chromosome 2. Contact matrices are visualized using GENOVA. Segregation of the genome into A and B compartments is quantified using the compartment score^11^, shown above the matrix. **B** ChIPseq tracks for H3K4me1 and H3K9me3 in WT and *∆WAPL* cells. Orange rectangle indicates the position of a H3K9me3 domain. **C** Alignment of H3K9me3 signal on H3K9me3 domains identified in WT H3K9me3 ChIPseq data. Average signal is shown on top, bottom shows heatmap of the raw signal. **D** Quantification of the genomic coverage of the H3K9me3 domains in WT and *∆WAPL* cells. **E** Quantification of the total number of H3K9me3 peaks in WT and *∆WAPL* cells. **F** Percentage of H3K4me1 peaks found in genomic regions that are identified as H3K9me3 peaks in WT cells.

As *∆WAPL* cells almost completely lack heterochromatin domains, we reasoned that this could be an interesting setting to identify factors that restrict the amplification of heterochromatin domains. While wild-type cells presumably are dependent on such suppressors of heterochromatin, these factors may no longer be needed in *∆WAPL* cells. If so, loss of suppressors of heterochromatin should be detrimental to wild-type cells, but not to *∆WAPL* cells. To this end we revisited a haploid genetic screen we performed in wild-type and *∆WAPL* cells^9^. The screen is based on a viral gene trap assay that knocks out a gene when it lands in the sense orientation, whereas anti-sense integration leaves the gene unaffected (Fig. 2A). A decrease in the ratio of sense over anti-sense integrations is an indication that the gene is required for cell viability^17^. We found that disruption of genes encoding two subunits of the CDK-module of the Mediator complex, *MED12* and *Cyclin C* (*CCNC*), affected the proliferation of wild-type cells, but this growth defect was mitigated in *∆WAPL* cells (Fig. 2A). To study the role of *MED12* and *Cyclin C*, we generated knock-out cells using CRISPR-Cas9 genome editing. Western blot analysis (Fig. 2B), Sanger sequencing, and Targeted Locus Amplification (TLA)^18^ confirmed the perturbation of the genes (Supplementary Fig. 2A, B).

**Fig. 2:**
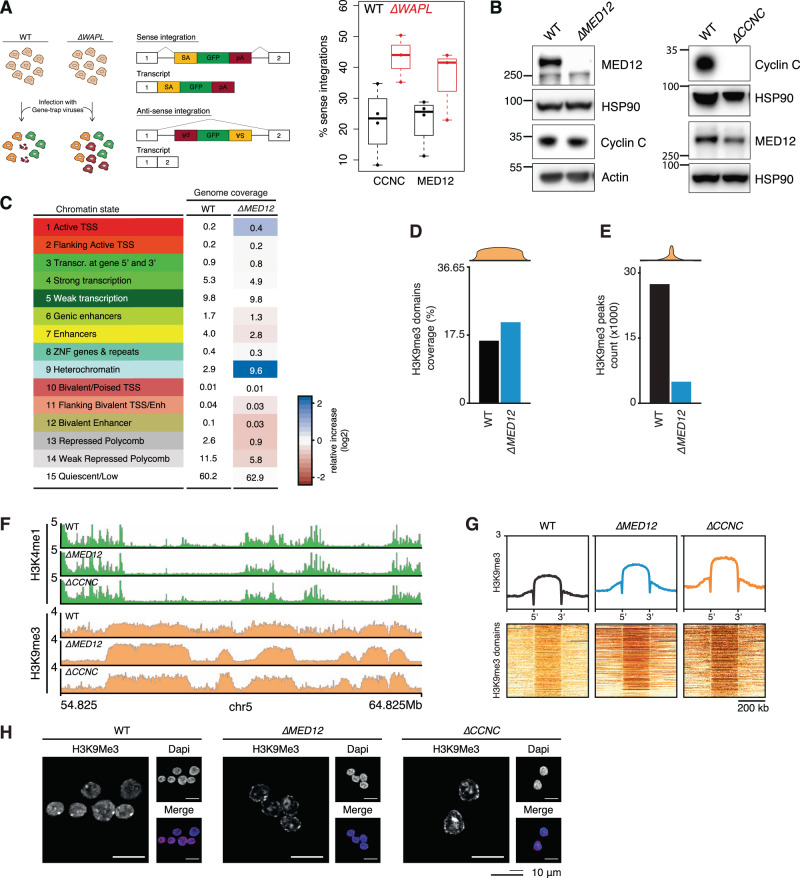
Mediator-CDK subunits restrict heterochromatin. **A** Left panel shows schematic explanation of the haploid genetic gene trap assay. Sense integrations with respect to a protein coding gene result in truncating deletion. Anti-sense integrations are largely inconsequential and serve as a control for accessibility of the gene. Right panel shows percentage of sense integrations (over a total of sense and anti-sense) shown for WT and *∆WAPL* cells for the Mediator subunits Cyclin-C (CCNC) and MED12. Boxplot shows the result of *n* = 3 haploid genetic gene trap assays for WT and *∆WAPL* cells. Boxes indicate the interquartile range (IQR) of the data (25–75%) and box center line indicates the median. Whiskers extend to the minimum or maximum value that lies no further than 1.5 times the IQR from the bottom or top of the box, respectively. **B** Western blot analysis confirming knock-out of MED12 and Cyclin-C. HSP90 and actin represent loading controls for MED12 and Cyclin-C panels directly above. Representative images are shown from experiments that have been performed twice. **C** ChromHMM analysis segmenting the genome in 15 chromatin states shown for WT and MED12 cells. Table shows the percentage of genome coverage. Red/blue color scale indicates the relative increase or decrease in *∆MED12* compared to the WT cells. **D** Barplot showing the coverage of H3K9me3 domains over the genome and (**E**) the absolute number of H3K9me3 peaks. **F** Example region showing the H3K4me1 (green) and H3K9me3 (orange) ChIPseq profiles in WT, *∆MED12* and *∆CCNC* cells. **G** Aggregate plots showing the average H3K9me3 signal over all the H3K9me3 domains for WT and mutant cells. Heatmaps show the signal in and around individual domains. **H** Immunofluorescence analysis of H3K9me3 levels in WT, *∆MED12* and *∆CCNC* cells. Representative images are shown from experiments that have been performed twice (see Supplementary Fig. 2e).

As MED12 and Cyclin C both are part of the same module of the Mediator complex^19^, loss of either of these factors presumably affects the same cellular pathway. To characterize the effect of mutating this module, we charted the epigenomic landscape by performing ChIPseq of 5 histone modifications^20^: H3K4me3, H3K4me1, H3K36me3, H3K27me3 and H3K9me3 in wild-type and *∆MED12* (Supplementary Fig. 2c). We performed ChromHMM analysis^21^ to segment the genome into 15 different chromatin states. The most obvious difference is that loss of MED12 leads to a more than three-fold increase in the heterochromatin state (Fig. 2C). When we inspected the genome-wide coverage of H3K9me3 domains in *∆MED12* cells, we saw only a mild increase (Fig. 2D). Surprisingly, we even saw a 5.5-fold decrease in the amount of H3K9me3 peaks (27403 vs. 4976, Fig. 2E, Supplementary Fig. 1C). Upon further inspection of the ChIPseq track we found that for both for *∆MED12* and *∆CCNC* there was a marked increase in the H3K9me3 signal at wild-type H3K9me3 domains (Fig. 2F), leading to more pronounced heterochromatin domains. The H3K4me1 signal, on the other hand, was diminished in heterochromatin domains in *∆MED12* and *∆CCNC* cells (Fig. 2F, Supplementary Fig. 2d). Whole-genome analysis of the H3K9me3 domain signals corroborated these results (Fig. 2G). To further assess the role of MED12 and Cyclin C in heterochromatin distribution, we performed immunofluorescence (IF) analysis of H3K9me3 and HP1α. Whereas in wild-type cells a low level of H3K9me3 can be found throughout the entire nucleus, in *∆MED12* and *∆CNCC* cells H3K9me3 levels are reduced to baseline levels in much of the nucleus, and seems to be accumulated at specific sites and the nuclear periphery (Fig. 2H). Quantification of the IF data shows a decrease in the median H3K9me3 signal strength confirming the redistribution of H3K9me3 in the nucleus (Supplementary Fig. 2E). The IF quantification for HP1α showed a similar result (Supplementary Fig. 2f). 

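RNA was sequenced from HAP1 cells, a near-haploid human cell line, in 4 genotypes: wild-type, *∆MED12*, *∆WAPL* and *∆WAPL/∆MED12*. For each of 35 libraries the authors deposited the raw count of reads that HTSeq assigned to each gene of the Gencode v27lift37 build after alignment with TopHat, without normalization. Wild-type, *∆WAPL* and *∆WAPL/∆MED12* cells have 9 libraries each and *∆MED12* cells have 8. Between 8834051 and 17566261 reads per library were counted on genes in wild-type cells (median 14231159) and between 8331989 and 15550220 in *∆MED12* cells (median 13640624). The ranges were 12189458 to 18482339 in *∆WAPL* cells (median 14046912) and 8178560 to 16234737 in *∆WAPL/∆MED12* cells (median 13394329). At these depths 3 counts stand for 0.158 to 0.37 CPM (counts scaled to a common library size), taken as the lowest level that a library can show. This floor covers counting error only, because reads without molecular identifiers are not independent molecules. Of 60440 genes in the deposited counts, 16836 passed edgeR's filter on low counts, applied by genotype, and were tested. Counts were normalized by edgeR's TMM method, with factors between 0.958 and 1.04, and the libraries were fitted together with genotype as the only term. Genotypes were compared with edgeR's quasi-likelihood test, p-values were adjusted by the Benjamini-Hochberg method, and the threshold was an adjusted p of 0.05. Expression levels are mean CPM after TMM normalization, with the SD over libraries. The standard error of a log2 fold change was its absolute value divided by the square root of the test's F statistic.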

To assess whether canonical heterochromatin proteins were deregulated we performed RNAseq analysis. We did not observe differential expression for genes encoding classical heterochromatin proteins such as HP1-isoforms (Supplementary Fig. 3A), nor could we pinpoint any other gene expression differences that provide an indirect explanation for changes in heterochromatinization.

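The HP1 isoforms are encoded by *CBX1*, *CBX3* and *CBX5*. *CBX5* (HP1α) lies on chromosome 12 of GRCh37 from 54624726 to 54673917. It had 576 ± 148 CPM in wild-type cells (SD, n = 9) and 477 ± 67.4 in *∆MED12* cells (SD, n = 8). Its log2 fold change was -0.27 (standard error 0.13, adjusted p = 0.11 from edgeR's quasi-likelihood test). Its set means were 751, 565 and 414 CPM in wild-type cells and 537, 507 and 407 in *∆MED12* cells, lower in each set. With the set or the full label as a replicate block it was past the threshold (log2 fold change -0.21, adjusted p = 0.0175 and 0.0282). *CBX1*, on chromosome 17 from 46147414 to 46178840, had 139 ± 7.49 CPM in wild-type and 135 ± 7.43 in *∆MED12* cells, a log2 fold change of -0.04 (adjusted p = 0.478). *CBX3*, on chromosome 7 from 26240782 to 26253227, had 289 ± 72 and 295 ± 16 CPM, a log2 fold change of 0.03 (adjusted p = 0.887). With set 3 of the libraries left out, *CBX5* was also past the threshold (log2 fold change -0.34, adjusted p = 0.0213), and with set 1 left out it was not (-0.09, adjusted p = 0.61). The direction of *CBX1* and *CBX3* changed with the set left out, and with set 1 left out the log2 fold change of *CBX3* was -0.10 (adjusted p = 0.478).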

MED12 has been suggested to be involved in the bridging of promoters to enhancers^22,23^, although this role of Mediator has been questioned in two recent reports^24,25^. To understand the role of MED12 in 3D genome organization in our system, we generated high-resolution in situ Hi-C maps for *∆MED12* cells. When we zoom in to a single chromosome arm, we see that there is a clear increase in compartmentalization in *∆MED12* compared to wild-type cells (Fig. 3A, Supplementary Fig. 4a). By quantifying the degree of compartmentalization (i.e. compartment strength^26^), we find that compartmentalization increases for almost every chromosome arm (Fig. 3B, Supplementary Fig. 4b). Upon studying the Hi-C matrices, we noted that the compartmentalization seemed to increase only for the B compartment. Comparison of wild-type and *∆MED12* cells overall indeed showed stronger compartment scores for the B compartment, whereas regions in the A-compartment remained largely unchanged (Fig. 3C). We devised a hidden Markov model to identify regions of increased compartmentalization. We refer to these regions as hypercompartmentalized domains (HCDs), which together cover 633 Mb (22.1% of the genome). As expected, HCDs showed considerable overlap with H3K9me3 domains (Fig. 3D). Collectively, these results would suggest that the Mediator-CDK-module somehow restricts heterochromatinization and prevents over-compartmentalization.

**Fig. 3:**
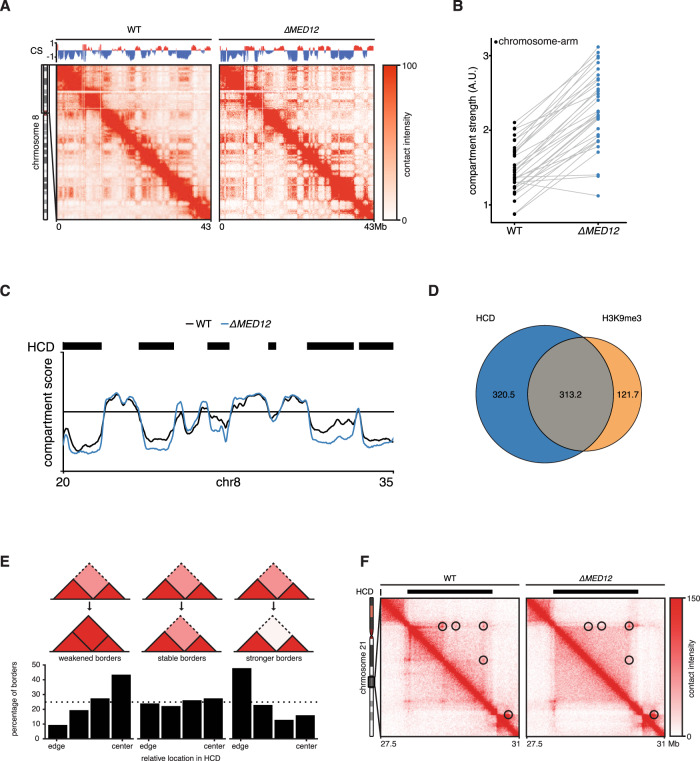
Loss of MED12 affects 3D genome organization. **A** ICE normalized Hi-C contact matrices at 100 kb resolution for WT and *∆MED12* are shown for the p arm of chromosome 8. Above the matrices the compartment score is plotted. Contact matrices are visualized using GENOVA. **B** The compartment strength is calculated for all chromosome arms in WT and *∆MED12* cells. Lines connect scores for the same chromosome arm. **C** Compartment scores for a specific region on chromosome 8 for WT (black) and mutant (blue) cells. Black rectangles show hypercompartmentalized domains (HCDs) identified by a custom hidden markov model. **D** Venn diagram shows the overlap in genome-wide coverage between HCDs identified in *∆MED12* and H3K9me3 domains identified in WT cells. **E** TAD borders in HCDs were stratified into three categories depending on their difference in TAD separation (“weaker”, “unchanged”, “stronger”). The relative position within an HCD is plotted. **F** ICE normalized Hi-C contact matrix at 20 kb resolution for WT and *∆MED12* cells are shown for a region on chromosome 21. Contact matrices are visualized using GENOVA. Black rectangles indicate the position of HCD.

Compartments can be subdivided into submegabase-sized topologically associating domains (TADs). These are formed by cohesin-mediated loop extrusion^10,12,27^. We analyzed what happens to TAD borders (i.e. genomic regions separating two TADs) that are located in HCDs. We find that TAD borders that become stronger (i.e. showing stronger segregation) are located closer to the boundaries of HCDs (Fig. 3E), consistent with the observed increase in compartmentalization. Conversely, TAD boundaries that decrease in strength are found closer to the center of HCDs (Fig. 3E). This suggests that TAD-border separation, which is controlled by cohesin and CTCF, can be disrupted in *∆MED12* cells. Figure 3F shows an example of an HCD where there is a clear loss of a TAD border inside an HCD. This region also reveals a loss of CTCF-anchored chromatin loops within the region. Note that when we calculate the aggregate signal of all chromatin loops identified in wild-type cells, we do not see a clear difference (Supplementary Fig. 4c). Together these results indicate that MED12 deficient cells display less clear TAD boundaries and a loss of CTCF-anchored loops, but that both these phenotypes are particularly pronounced within heterochromatin domains.

To better understand the role of the CDK-module in 3D genome organization, we mapped the binding sites of the architectural proteins CTCF and SCC1 (also known as RAD21, a subunit of the cohesin complex) using ChIPseq in wild-type, *∆MED12* and *∆CCNC* cells. The binding sites that were identified in wild-type were comparable to our previously published ChIPseq tracks for these factors (Supplementary Fig. 4e). Inspection of the binding tracks revealed that CTCF binding was diminished at numerous sites in HCDs (Fig. 4A). The identified binding sites in HCDs of *∆MED12* and *∆CCNC* cells decreased in number compared to wild-type in HCDs, as well as in signal strength (Fig. 4B, C), while CTCF protein levels were unaffected (Supplementary Fig. 4d). To link these changes to genome organization, we selected the CTCF/SCC1 binding sites that show the greatest relative decline in binding signal for CTCF and SCC1. By performing a pile-up of Hi-C signal on pairwise combinations of these sites, we find that wild-type cells display chromatin loops at these sites, and that these loops are ablated in *∆MED12* and *∆CCNC* cells (Fig. 4D). The CTCF/SCC1 sites with the strongest decline are heavily skewed towards H3K9me3 domains (Fig. 4E). Notably, the vast majority of chromatin loops identified using HICCUPs^28^ in wild-type do not colocalize with MED12-peaks (Supplementary Fig. 4F).

**Fig. 4:**
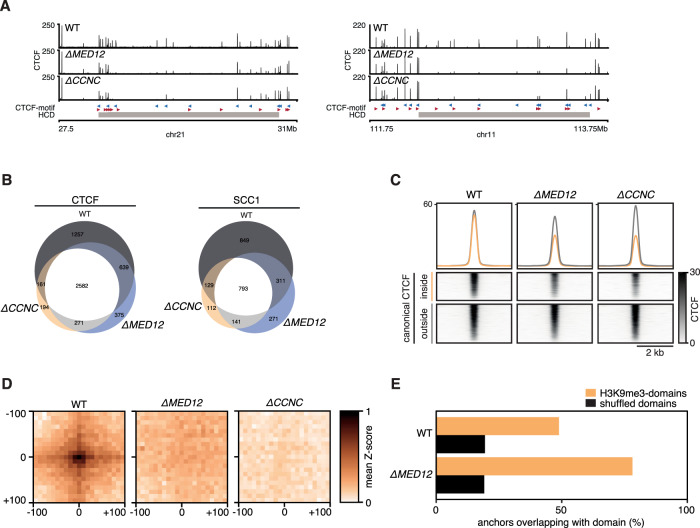
Mediator-CDK subunits control canonical CTCF-cohesin binding sites. **A** Two example regions showing CTCF binding in WT, *∆MED12* and *∆CCNC* cells. Gray rectangle indicates position of HCD **B** Venn diagram showing the overlap between CTCF and SCC1 peaks in WT, *∆MED12* and *∆CCNC* cells. **C** Aggregate alignment of CTCF ChIPseq signal on canonical (i.e. CTCF/SCC1 co-bound sites) stratified for inside and outside a H3K9me3 domain. **D** Virtual loop anchorpoints were selected as intersection of CTCF and SCC1 sites that were in the top 10% with the strongest decrease in signal. Pairwise alignment of Hi-C signal (PE-SCAn) on virtual anchorpoints. **E** Relative enrichment of lost virtual anchorpoints inside H3K9Me3 domains versus expected based on circular permutation (shuffled).

Our genetic screening data showed that mutations in CDK-module subunits were better tolerated in *∆WAPL* cells. We therefore mutated *MED12* in a *∆WAPL* background to create double knock-out lines. When we perform immunofluorescence analysis of H3K9me3, we find that the pronounced heterochromatin domains of the *∆MED12* cells are absent in the *∆WAPL/∆MED12* cells (Fig. 5A, Supplementary Fig. 5b). Consistent with the immunofluorescence results, we find by ChIPseq that H3K9me3 domains are strongly diminished (Fig. 5B, Supplementary Fig. 5c–f), and by Hi-C we find that the hyper-compartmentalization seen in *∆MED12* is also completely rescued. These results indicate that the stabilization of chromatin loops by WAPL-ablation can counteract the increased compartmentalization and heterochromatinization that is conferred by loss of *MED12*.

**Fig. 5:**
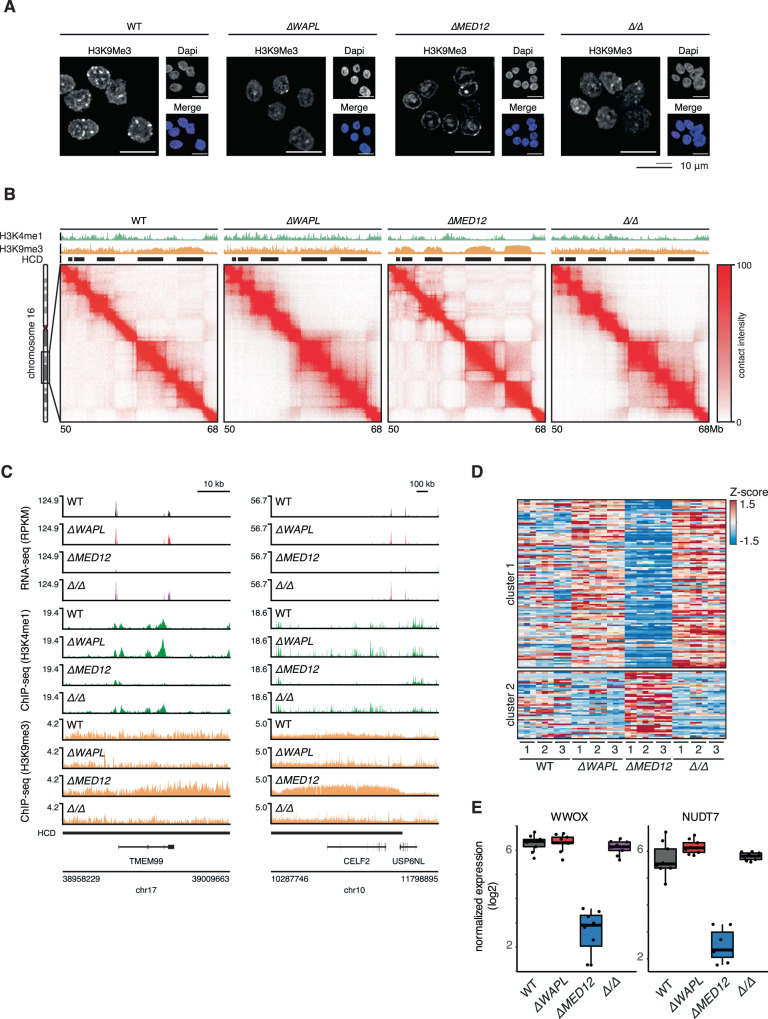
MED12 maintains a transcription-permissible 3D genome organization. **A** Immunofluorescence analysis of H3K9me3 levels in WT, *∆WAPL*, *∆MED12* and *∆WAPL/∆MED12* (*∆/∆*) cells. Representative images are shown from experiments that have been performed twice (see Supplementary Fig. 5b). **B** ICE normalized Hi-C contact matrix at 20 kb resolution for WT, *∆MED12*, *∆WAPL* and *∆WAPL/∆MED12* cells are shown for a region on chromosome 16. Contact matrices are visualized using GENOVA. Black rectangles indicate the position of HCDs. **C** RNA-seq and ChIP-seq profiles of TMEM99 (left) and CELF2 (right) in WT, *∆MED12*, *∆WAPL* and *∆WAPL/∆MED12* cells. Triplicate datasets are overlayed per cell line. **D** RNAseq heatmap showing expression of genes in H3K9me3 domains. K-means clustering (*k* = 2) reveals a cluster of silenced genes in H3K9me3. **E** Boxplots show expression of two example genes on chromosome 16. Boxplots show the expression levels in the RNAseq experiments (*n* = 9) for all assayed genotypes. Boxes indicate the interquartile range (IQR) of the data (25–75%) and box center line indicates the median. Whiskers extend to the minimum or maximum value that lies no further than 1.5 times the IQR from the bottom or top of the box.

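Both genes lie near each other on chromosome 16 of GRCh37. *WWOX* (ENSG00000186153.16_3) spans 78133297 to 79246564 and *NUDT7* (ENSG00000140876.11_3) spans 77756389 to 77776157, both on the plus strand. *WWOX* had 6.03 ± 1.36 CPM in wild-type cells (SD, n = 9) and 0.542 ± 0.28 in *∆MED12* cells (SD, n = 8). The log2 fold change was -3.40 (standard error 0.22, adjusted p = 1.19e-15 from edgeR's quasi-likelihood test). *WWOX* had 6.12 ± 1.34 CPM in *∆WAPL* and 5.29 ± 0.993 in *∆WAPL/∆MED12* cells (SD, n = 9 each), and this pair of genotypes differed by less than the spread between libraries (log2 fold change -0.21, adjusted p = 0.474). *NUDT7* had 4.24 ± 1.89 CPM in wild-type and 0.404 ± 0.249 in *∆MED12* cells, a log2 fold change of -3.34 (standard error 0.28, adjusted p = 1.33e-12). In *∆MED12* libraries its count was between 0 and 11, so its level there is close to the floor set by the depth. The same holds for *WWOX* in the *∆MED12* libraries of set 3, with 2, 3 and 2 counts. Its log2 fold change was -4.505 within set 3, against -3.333 within set 1 and -2.858 within set 2. *NUDT7* had 5.45 ± 1.02 CPM in *∆WAPL* and 4.23 ± 0.43 in *∆WAPL/∆MED12* cells (log2 fold change -0.37, adjusted p = 0.238). When the fit held only the *∆WAPL* and *∆WAPL/∆MED12* libraries, this last difference was past the threshold (log2 fold change -0.37, adjusted p = 0.0219). Of 7 tested genes between 76.5 and 80.5 Mb on this chromosome, 6 were lower in *∆MED12* than in wild-type cells past the threshold. They are not all separate: *AC079414.3* lies within *WWOX*, and *SYCE1L* overlaps *MON1B*. *SYCE1L* was close to the threshold (log2 fold change -0.9, adjusted p = 0.0496, same test). Of the 7 genes, 1 was lower in *∆WAPL/∆MED12* against *∆WAPL* cells, *MAF*, with a log2 fold change of -3.04 (adjusted p = 1.99e-08). Its fall in *∆MED12* against wild-type cells was smaller (log2 fold change -1.14, adjusted p = 0.00741).

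**Figure D1:**
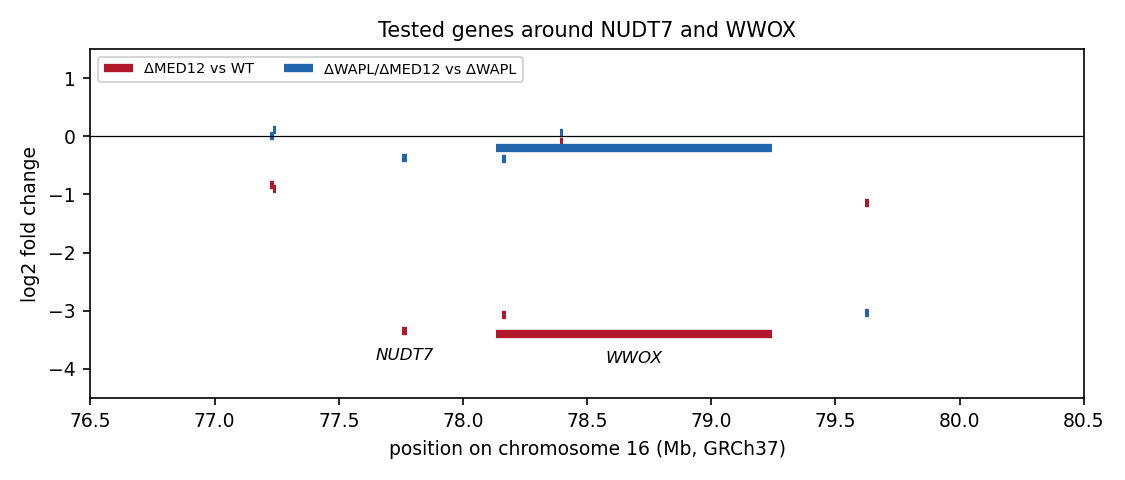
Log2 fold change of the 7 tested genes between 76.5 and 80.5 Mb of chromosome 16 (GRCh37), in *∆MED12* against wild-type cells (red) and in *∆WAPL/∆MED12* against *∆WAPL* cells (blue). Each bar spans its gene from start to end, with short genes widened to stay visible. *WWOX* and *NUDT7* lie at -3.40 and -3.34 in red and at -0.21 and -0.37 in blue. *MAF* lies at -1.14 in red and -3.04 in blue.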

An important remaining question is how these changes in the 3D genome and epigenome affect gene expression. To this end, we performed RNA-seq analysis on the wild-type, *∆WAPL*, *∆MED12,* and *∆WAPL/∆MED12* cell lines. 

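In *∆MED12* cells 3102 genes were lower and 2859 higher than in wild-type cells past the threshold, 35.4% of the tested genes. In *∆WAPL* cells 2124 genes were lower and 1877 higher than in wild-type cells (23.8%). In *∆WAPL/∆MED12* cells 1067 genes were lower and 1670 higher than in *∆WAPL* cells (16.3%), and 2731 were lower and 2664 higher than in wild-type cells (32%). The median log2 fold change of all tested genes was between -0.018 and -0.001 in these 4 comparisons. The first principal component of log2 CPM carried 46.7% of the variance. On it *∆MED12* libraries scored between 81.3 and 97.1 and wild-type libraries between -6.42 and 2.45. When the libraries of each genotype and set were summed, leaving 3 values per genotype, fewer genes passed: 1327 lower and 1516 higher in *∆MED12* against wild-type cells.

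Libraries of different genotypes carry the same set numbers and letters. After each genotype's mean was removed, the mean correlation across genes was 0.415 for 153 pairs of libraries of different genotypes from the same set. Sharing the letter as well gave 0.418, against 0.414 for the same set and another letter. Genes are not independent replicates, so these correlations are given without a p-value. With the set as a replicate block, 4199 genes were lower and 4094 higher in *∆MED12* against wild-type cells, and 2612 were lower and 2652 higher in *∆WAPL/∆MED12* against *∆WAPL* cells. The replicate block also took single genes past the threshold. These were, in *∆MED12* against wild-type cells, *CBX5* (log2 fold change -0.21, adjusted p = 0.0175), *USP6NL* (-0.13, adjusted p = 0.0393), *CCNC* (0.20, adjusted p = 0.00317) and *DNMT3B* (0.19, adjusted p = 0.00105, all from edgeR's quasi-likelihood test). *NUDT7* passed it in *∆WAPL/∆MED12* against *∆WAPL* cells (-0.37, adjusted p = 0.045).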

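The positions of H3K9me3 domains were not used here, so genes were taken from the whole genome. The log2 fold change was below -1 and past the threshold in *∆MED12* against wild-type cells for 933 genes. The annotation lists 813 of them as protein-coding and 94 as lncRNA. Their median log2 fold change was -1.82, with quartiles of -2.83 and -1.33, and 918 of them were lower in each of the 3 sets of libraries.

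*TMEM99* (ENSG00000167920.8_3, chromosome 17 of GRCh37 from 38975353 to 38992522) is listed as lncRNA in the annotation. It had 9.42 ± 1.42 CPM in wild-type cells (SD, n = 9) and 1.01 ± 0.355 in *∆MED12* cells (SD, n = 8), a log2 fold change of -3.16 (standard error 0.14, adjusted p = 8.21e-21 from edgeR's quasi-likelihood test). It had 14.7 ± 1.18 CPM in *∆WAPL* and 14.9 ± 1.29 in *∆WAPL/∆MED12* cells (SD, n = 9 each). *CELF2* (ENSG00000048740.18_3, chromosome 10 from 10840360 to 11378674) had 48.9 ± 7.03 CPM in wild-type and 9.27 ± 5.03 in *∆MED12* cells (log2 fold change -2.41, standard error 0.22, adjusted p = 1.27e-11). It had 92.8 ± 15.1 in *∆WAPL* cells and 107 ± 15 in *∆WAPL/∆MED12* cells, where library 2C stood apart at 141.1. Both genes were higher in *∆WAPL* than in wild-type cells, by 0.64 (adjusted p = 5.88e-06) and 0.93 (adjusted p = 0.000283) on the log2 scale. The rise of *CELF2* did not pass the threshold with libraries summed by set (adjusted p = 0.225). Its neighbour *USP6NL* (ENSG00000148429.14_3, chromosome 10 from 11502509 to 11653665) had 51.7 ± 7.24 CPM in wild-type and 47.2 ± 4.1 in *∆MED12* cells (log2 fold change -0.13, adjusted p = 0.209).

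**Figure D2:**
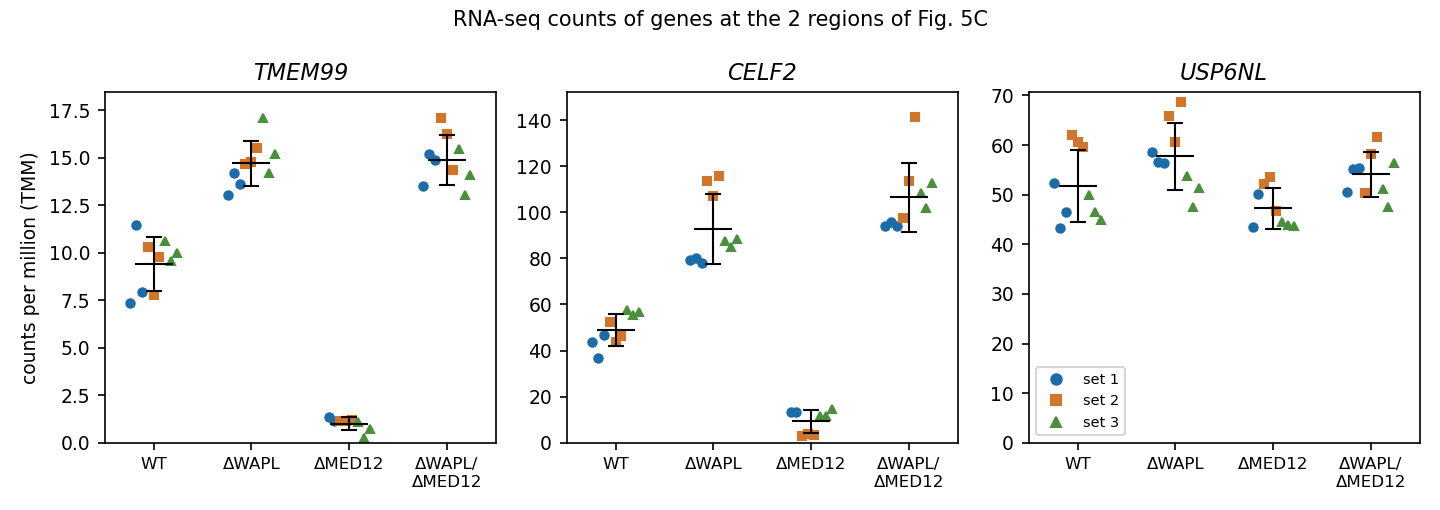
CPM (TMM) of *TMEM99*, *CELF2* and *USP6NL* in each library of the 4 genotypes, with 1 symbol per set of libraries, the mean (long line) and the SD (bars). *∆MED12* libraries lie below all others for *TMEM99* (mean 1.01) and *CELF2* (mean 9.27), and overlap wild-type libraries for *USP6NL*.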

When we analyze the genes located in H3K9me3 domains, we find a large cluster of genes whose expression is downregulated in *∆MED12* cells, consistent with the increased heterochromatinization (Fig. 5C–E). However, when MED12 is knocked out in the *∆WAPL* background, these genes are not downregulated. These results show that these genes are not dependent on MED12 per se for their expression, and would suggest that the 3D genome organization rather dictates the expression of these genes. 

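The 933 genes were chosen by the comparison of *∆MED12* with wild-type cells, and *∆WAPL/∆MED12* cells were then compared with *∆WAPL* cells. The libraries of the second comparison entered the choice only through the filter, the normalization and the spread estimated over all libraries. When each comparison was fitted on its own libraries, with the same tested genes, 942 genes were chosen and 23.6% of them were also lower in *∆WAPL/∆MED12* cells. The median log2 fold change of the 933 genes in *∆WAPL/∆MED12* against *∆WAPL* cells was 0.00, with quartiles of -0.42 and 0.58. Past the threshold, 195 of the 933 genes (20.9%, 95% Wilson interval 18.4% to 23.6%) were also lower in *∆WAPL/∆MED12* cells, 240 were higher, and 498 were neither. By more than 1 log2 unit, 91 genes were lower and 167 higher. With libraries summed by set the share that was also lower was 9.04%, the largest move under any alternative. *TMEM99* and *CELF2* did not differ between *∆WAPL/∆MED12* and *∆WAPL* cells, with log2 fold changes of 0.02 (adjusted p = 0.946) and 0.20 (adjusted p = 0.576, edgeR's quasi-likelihood test). The direction of *TMEM99* changed when set 1 (-0.01) or set 2 (-0.02) was left out, and without set 2 *CELF2* was higher past the threshold (0.28, adjusted p = 0.0337).

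**Figure D3:**
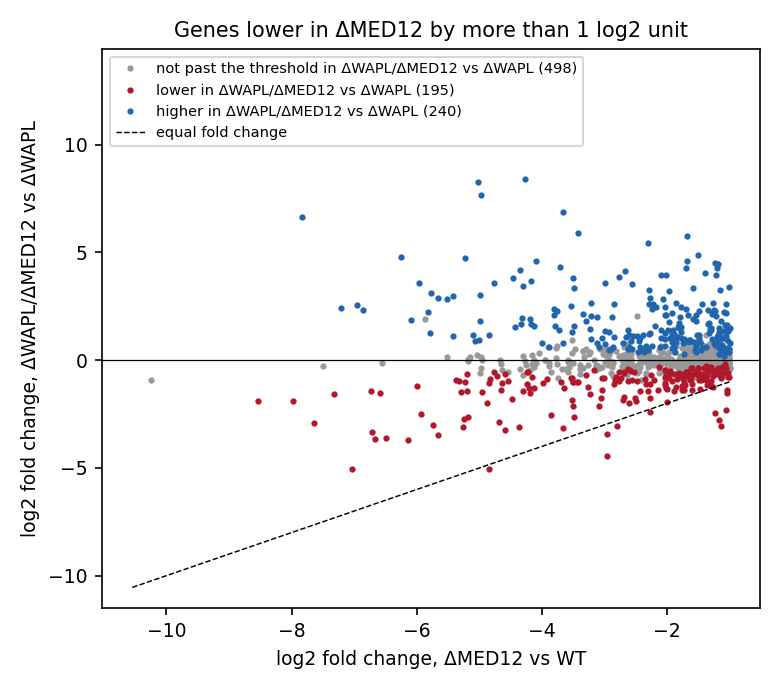
Log2 fold change of the 933 genes lower in *∆MED12* cells by more than 1 log2 unit, in *∆MED12* against wild-type cells (x axis) and in *∆WAPL/∆MED12* against *∆WAPL* cells (y axis). Each point is a gene, 195 are lower (red), 240 higher (blue) and 498 not past the threshold (grey) on the y axis, and the dashed line marks an equal fold change in both comparisons.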

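The difference between the effects of MED12 loss in the 2 backgrounds was tested as an interaction of the genotypes. It was past the threshold for 4026 of all tested genes. Among the genes lower in *∆MED12* cells by more than 1 log2 unit it was positive for 821 (88%), which means a smaller fall or a rise in the *∆WAPL* background, and negative for 4. This share is not independent of the choice of genes, because the interaction uses the same wild-type and *∆MED12* libraries. For *WWOX*, *NUDT7*, *TMEM99* and *CELF2* the interaction was 3.19 (standard error 0.28, adjusted p = 9.04e-12), 2.97 (0.35, adjusted p = 1.17e-08), 3.18 (0.17, adjusted p = 5.17e-17) and 2.61 (0.29, adjusted p = 3.1e-09) on the log2 scale, from edgeR's quasi-likelihood test. Within sets 1, 2 and 3 the median log2 fold change of the chosen genes in *∆WAPL/∆MED12* against *∆WAPL* cells was -0.02, 0.09 and 0.05. A separate choice in set 1 alone gave 936 genes. In sets 2 and 3, 786 of these (84%) were lower in *∆MED12* cells past the threshold, 186 were lower in *∆WAPL/∆MED12* than in *∆WAPL* cells, and 682 had a positive interaction. Their median log2 fold change in those sets was -1.63 in *∆MED12* against wild-type cells and -0.01 in *∆WAPL/∆MED12* against *∆WAPL* cells. Against wild-type cells the median of the 933 genes was 0.12 in *∆WAPL/∆MED12* cells and 0.12 in *∆WAPL* cells. These medians cover genes that went both ways. Past the threshold, 218 were lower and 299 higher in *∆WAPL/∆MED12* cells, and 217 were lower and 285 higher in *∆WAPL* cells. Without a filter on low counts 1387 genes were chosen, and their median in *∆WAPL/∆MED12* cells was -0.04. With set 3 left out 921 genes were chosen, and their median was -0.01, within the SD between sets (0.15) of the value of the 933 genes.

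The paper reasons from its cluster of genes in H3K9me3 domains, which was not rebuilt here, and from the fall of those genes in *∆MED12* cells and its absence in the *∆WAPL* background. It also reports immunofluorescence, ChIP-seq and Hi-C of *∆WAPL/∆MED12* cells, which were not used here. In these H3K9me3 domains were diminished and the hyper-compartmentalization of *∆MED12* cells was rescued. It concludes that those genes do not depend on MED12 per se for their expression, and it proposes that their expression is instead dictated by the organization of the genome in 3D.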

MED12 therefore may contribute to the maintenance of a 3D genome organization that is permissible to gene expression.

Our functional analyses show that the 3D genome is intimately linked to the epigenome and gene expression. How then does loss of the Mediator-CDK-module subunits lead to such major changes in the epigenome, and in particular to the amplification of heterochromatin domains? Our analyses show that loss of this module results in reduced CTCF and cohesin binding, and correspondingly in a loss of chromatin loops. Conversely, we find that stabilization of such loops by the loss of WAPL results in the near-ablation of heterochromatin domains. We therefore suggest that chromatin loops counteract the formation of heterochromatin domains.

An explanation for the over-heterochromatinization upon the loss of loops may lie in the microphase separation model that has been proposed for the organization of the 3D genome into compartments^29^. Heterochromatin has the characteristics of a phase-separated compartment^3^ and its constituent protein HP1 can phase-separated in vitro^30^. We propose that chromatin loops counteract the phase separation of heterochromatin components. On one hand, WAPL, by driving cohesin’s release from DNA, allows the formation of heterochromatin domains. On the other hand, a fully intact Mediator-CDK-module counteracts the formation of heterochromatin domains (Fig. 6). It should be noted that in our analyses we have used clonal knock-out lines of MED12 and CCNC and therefore we cannot exclude that the observed effects occur through an, as of yet unidentified, indirect mechanism. Given the crucial role of the Mediator complex in gene expression, we cannot rule out that a regulator of heterochromatin is misexpressed. We have scrutinized our RNAseq data for indications that epigenetic modifiers are changed in gene expression, and found no obvious candidate. However, we cannot exclude the possibility of changes in the expression of an unknown regulator of heterochromatin domains.

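A list of 100 genes for epigenetic modifiers and architectural proteins was drawn up before the counts were examined, and all 100 were tested. Of these, 33 were past the threshold in *∆MED12* against wild-type cells, 18 lower and 15 higher. This share (33%) was no higher than that of all tested genes (35.4%), but the shares of the H3K9 methyltransferases and demethylases given below were higher. The median absolute log2 fold change was 0.14 for the list and 0.19 for all tested genes. The largest absolute value on the list was 0.95, so 0 genes changed by more than 1 log2 unit at any limit on p. At an unadjusted p under 0.05, and with no limit on size, 38 genes changed. Among all tested genes 11.1% passed both limits. With set 1 of the libraries left out, 2 genes of the list changed by more than 1 log2 unit past the threshold, the largest count under any alternative. By group, 6 of 11 H3K9 methyltransferases and their partners passed the threshold, 4 lower and 2 higher, with log2 fold changes from -0.95 to 0.93. The largest changes among them were those of *MECOM* (-0.95, adjusted p = 3.01e-08), *ATF7IP* (0.93, adjusted p = 1.17e-09) and *SETDB1* (-0.85, adjusted p = 4.15e-16, edgeR's quasi-likelihood test). In *∆WAPL/∆MED12* against *∆WAPL* cells *MECOM* was also lower (-0.683, adjusted p = 1.27e-05, same test). There *ATF7IP* (-0.062, adjusted p = 0.771) and *SETDB1* (-0.105, adjusted p = 0.17) did not pass the threshold. Of 11 H3K9 demethylases, 7 passed it, 2 lower and 5 higher, and their highest log2 fold change was 0.63. Of 4 genes for HUSH and MORC proteins, 2 passed it, both higher, the highest by 0.64. Of 14 polycomb genes and genes for H3K27 enzymes, 5 passed it, 4 of them lower, with a lowest value of -0.41. Of 13 genes for cohesin and its regulators, 4 passed it, 2 lower and 2 higher, with log2 fold changes from -0.20 to 0.44.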

**Fig. 6:**
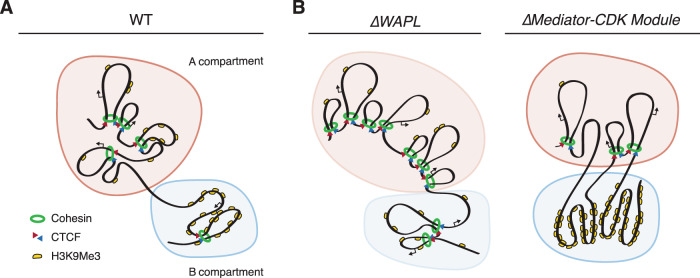
The Mediator CDK Module and cohesin play distinct and opposite roles in the genomic distribution of heterochromatin. **A** Heterochromatin domains, marked by H3K9me3, cluster together in three-dimensional space, separating the genome in A- and B compartments. **B** Model for how cohesin and Mediator-CDK may play opposite roles in heterochromatin domain formation. Upon loss of the cohesin-release factor WAPL and stabilization of cohesin, loops increase in size, leading to a loss of compartmentalization. This perturbs the formation and spreading of heterochromatin domains. Loss of members of the Mediator-CDK-Module results in unconstrained heterochromatin-domain amplification and hyper-compartmentalization, impairing cohesin- and CTCF binding and a loss of associated loops.

While we cannot rule out an indirect regulatory mechanism, the Mediator-CDK-module may in fact be directly involved in regulating heterochromatin domains. Below we discuss two, not necessarily mutually exclusive mechanisms, for how the Mediator-CDK-module might restrain heterochromatin domain formation. One possibility is through the direct action of the Mediator-CDK-subunit CDK8, which has been shown to be a histone H3 kinase^31^. Phosphorylation of S10 of H3 blocks the binding of HP1 to H3K9me3^32,33^. Loss of MED12 may lead to a decrease in the activity of the module and hence a decrease in H3S10P, which in turn could allow for increased heterochromatin domain formation. Alternatively, MED12 may play a role in the formation and/or stabilization of loops, as has been suggested previously^22,34^. Loss of MED12 could hereby lead to enhanced phase-separation of heterochromatin domains, leading to unrestrained amplification of dense heterochromatin domains.

This would also explain the loss of heterochromatin domains in the absence of WAPL: a stabilization of loops would then counteract the phase-separation of heterochromatin domains, and hereby prevent their self-amplification. Indeed, high-resolution DNA FISH experiments have shown that loss of WAPL results in increased interactions between neighboring domains^35^, consistent with our Hi-C data. This domain intermingling, particularly between heterochromatic (H3K9me3 high) and euchromatic (H3K9me3 low) domains may explain the redistribution of this epigenetic mark. An increase in heterochromatin density, as observed in the Mediator-CDK-module mutants, could in turn limit the binding of CTCF and cohesin, which then could allow for yet further heterochromatinization. The absence of a counterforce could therefore result in a shift in the epigenome, in which all heterochromatin that would normally reside at dispersed focal H3K9me3 peaks now ends up in monolithic heterochromatin domains. We propose that heterochromatin domains could thus act as a sink for heterochromatin components. By preventing the formation of such dense heterochromatin structures, MED12 might contribute to the maintenance of a 3D genome organization that is permissible to gene expression. As such we have uncovered a previously unappreciated link between nuclear organization and the epigenome, and we suggest that this inter-connected network could control gene regulation in an unexpected way.

## Methods

### Genome editing and cell culture

Hap1 cells were cultured in Iscove’s Modified Dulbecco’s Medium (IMDM) supplemented with 10% FCS (Clontech), 1% Penicillin/Streptomycin (Invitrogen) and 0.5% UltraGlutamin (Lonza). Hap1 knock-out clones were generated using gRNA’s targeting MED12 (primer: 5′CCCTTCCTGACACTGGTCGC-3′) and (primer: 5′GATTGCTGCATAGTAGGCAC-3′) and targeting CCNC (5′TACTGGAGCAAAGGTCTATA-3′), which were cloned into PX330. HAP1 wild-type or *∆WAPL* cells^9^, were transfected with PX330 and pDonorTia containing a puromycin or blasticidin resistance gene^17^. Clones were selected using puromycin (2 µg/µl) or blasticidin (10 ug/ul). Colonies were screened for the loss of MED12 using PCR and western blot analysis. For MED12 the following primers were used: 5′TGGCTGGGAATCCTAGTGAC-3′, 5′ACCGAGCTAGGCTATGGGAA-3′, 3′TTTGGCTAGTTGCGTGAGTG-5′, 3′CGTGAGGAAGAGTTCTTGCAG-5′ and 3′AGGCCTTCCATCTGTTGCT-5′, for CCNC: 5′GGGAATGAATGGATGCTGAC-3′, 3′ACATCAAGGCAAAAGGATGG-5′ and 3′GACATGGTGCTTGTTGTCCTC-5′.

### Hi-C

We performed in-nucleus or in situ Hi-C^36–38^ as described in ref. ^9^. Hi-C libraries were sequenced on a HiSeq X. Hi-C sequencing data was processed with Hi-C-Pro 2.9^39^. We performed loop calling with HICCUPs 0.9^28^. Further data analysis was performed with GENOVA^40^ (github.com/deWitLab/GENOVA), see below for details.

### ChIPseq & RNAseq

Samples for RNAseq were prepared as previously described^9^. 

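The labels of the RNA-seq libraries give a set number from 1 to 3 and a letter for each genotype, and do not name the clone. For 34 pairs of libraries of the same genotype and set, chi-square per degree of freedom of the count differences was between 1.45 and 30 (median 3.21), where a value of 1 is sampling noise alone. No pair was therefore a copy of the same counts. Fold changes of *∆MED12* against wild-type cells estimated in 2 sets apart correlated across genes with r = 0.862 for sets 1 and 2, 0.829 for sets 1 and 3 and 0.83 for sets 2 and 3. Genes are not independent replicates. The mutated genes could be followed in the counts. *MED12* (chromosome X of GRCh37 from 70338393 to 70363953) had 114 ± 16.2 CPM in wild-type cells (SD, n = 9), 54.4 ± 4.85 in *∆MED12* cells (SD, n = 8) and 112 ± 13.7 in *∆WAPL* cells (SD, n = 9). It had 22.7 ± 4.65 in *∆WAPL/∆MED12* cells (SD, n = 9). The log2 fold change was -1.07 in *∆MED12* against wild-type cells (standard error 0.10, adjusted p = 2.34e-11) and -2.31 in *∆WAPL/∆MED12* against *∆WAPL* cells (standard error 0.10, adjusted p = 2.73e-19, edgeR's quasi-likelihood test), and these differed by -1.25 (interaction, adjusted p = 3.5e-09). *WAPL* (chromosome 10 from 88195013 to 88281549) had 134 ± 21 CPM in wild-type and 137 ± 19.5 in *∆MED12* cells. It fell to 37.5 ± 5.98 in *∆WAPL* cells (log2 fold change -1.84, adjusted p = 1.16e-17) and to 39.7 ± 3.39 in *∆WAPL/∆MED12* cells.

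**Figure D4:**
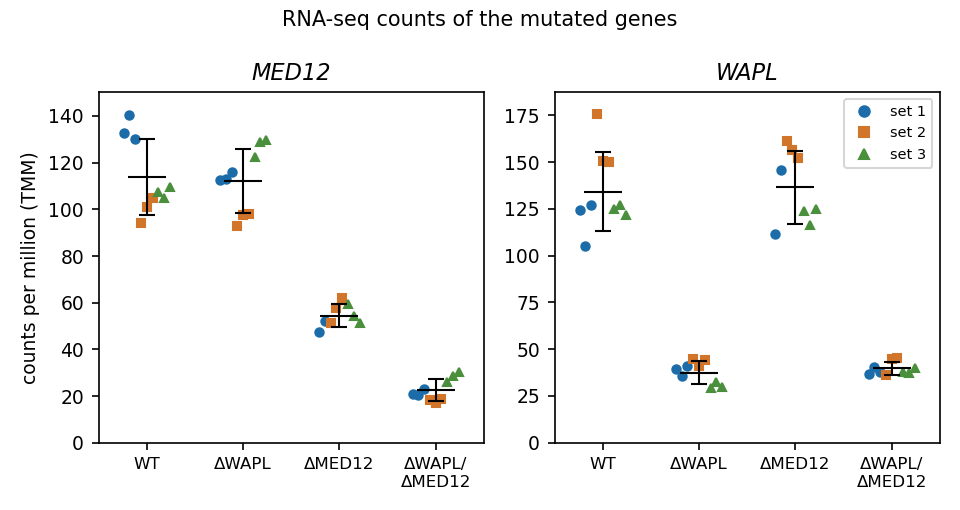
CPM (TMM) of *MED12* and *WAPL* in each library of the 4 genotypes, with 1 symbol per set of libraries, the mean (long line) and the SD (bars). *MED12* has a mean of 54.4 in *∆MED12* and 22.7 in *∆WAPL/∆MED12* cells, and *WAPL* a mean of 37.5 in *∆WAPL* and 39.7 in *∆WAPL/∆MED12* cells.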

To ensure biological reproducibility, we analyzed different genetic clones for every knock-out line, and multiple replicates per clone. For ChIPseq samples were crosslinked for 10 min in 1% formaldehyde. For cohesin and CTCF ChIPs we used 15 milion cells and for the histone modifications 3 million cells. Crosslinking was stopped by adding Glycin (0.1 M end concentration). Cells were washed twice with PBS by centrifugation for 5 min at 1350 G. The cells were lysed in 10 ml lysis buffer 1 (50 mM HEPES pH7.5, 140 mM NaCl, 1 mM EDTA, 10% Glycerol, 0.5% NP40, 0.25% Triton X-100) at 4 °C. Cells were centrifuged for 5 min at 1350 G and the cell pellet was incubated for 10 min in lysis buffer 2 (200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 10 mM Tris-HCl). After centrifugation the pellet was resuspended in lysis buffer 3 (100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 10 mM Tris-HCl ph8, 0.1% DOC, 0.5% N-Lauroyl sarcosine). To shear the DNA we used for the histone modifications a covaris ultrasonicator in covaris microtubes AFA (ref 520045) under the following conditions: peak power 75 W, duty cycle 20%, cycle/burst 200 for 6 min. For cohesin and CTCF we used a Bioruptor Pico (Diagenode), with 5 cycles 15 s on, 90 s off. Magnetic beads (Dynabeads) were coupled to following antibodies, SCC1 (ab992, Abcam), CTCF (3418 S, Cell Signaling), H3K4me3 (PAB-003-050, Diagenode), H3K4me1 (PAB-037-050, Diagenode), H3K36me3 (MAB-183-050, Diagenode), H3K27me3 (PAB-195-050, Diagenode), H3K9me3 (PAB-193-050, Diagenode). For SCC1, CTCF, H3K4me3, H3K4me1, H3K36me3, H3K27me3, and H3K9me3 we used 5 μg of antibody plus 50 μl of beads. Whole cell extract was added to the beads and incubated overnight. IP’s were washed at least 4 times with RIPA buffer (50 mM HEPES pH7.5, 1 mM EDTA, 0.7% DOC, 1% NP-40, 0.5 M LiCl) and once with cold TE, 50 mM NaCl. Material was eluted overnight with 150 µl elution buffer (50 mM Tris-HCl pH8, 10 mM EDTA, 1% SDS) at 65 °C. The DNA was recovered with the Qiaquick pcr purification kit (Qiagen 28106). For the MED12 ChIP we used 7 μg of antibody (A300-774A Bethyl) plus 70 μl of beads. Cells were fixed on the plate with 2 mM disuccinimidyl glutarate (DSG) for 1 h with 1% formaldehyde being added the last 15 min. Libraries for CTCF, SCC1, MED12 and histone modification ChIPs were prepared with the KAPA HTP library preparation kit (KK8234 Illumina) and subsequently sequenced on a HiSeq 2500 (single-end).

### Hi-C analysis

The compartment score was calculated as described in refs. ^11,41^. Briefly, per chromosome arm we calculate an observed over expected (O/E) matrix with a resolution of 100 kb. We subtract 1 from the O/E matrix and extract the eigen vectors. The first eigen vector is multiplied by the square root of the eigen value of this vector resulting in the compartment score. As the compartment score is a dimensionless score, we use the H3K4me1 signal to correctly orient the compartment score. To calculate the compartment strength we selected the bins with top 20% and bottom 20% of the compartment score as A and B compartments, respectively. The compartment strength is then calculated as the log2 of product of the interactions between two A compartments (AA) and two B compartments (BB) divided by the square of the interactions between an A and a B compartment (AB): log_2_ (AAxBB)/AB^2^.

To identify hyper-compartmentalized domains, a hidden Markov model (HMM) was used. The model was specified as having two hidden states, stable vs. differential compartment score, and two gaussian responses: the *∆MED12* compartment scores and the absolute difference in compartment scores between wild-type and *∆MED12* on the 40 kb resolution matrices. Parameters were optimized by the default EM algorithm of depmixS4^42^. This model was used to classify states on all chromosome arms separately with 40 kb resolution compartment scores as input. Afterwards, two filtering steps were applied to call HCDs: (i) we selected only regions with negative compartment scores in *∆MED12* Hi-C data and (ii) only regions with five consecutive differential states were called as HCDs.

Insulation scores were calculated as described in ref. ^43^. We compared the insulation score of TAD borders called in wild-type^9^ for wild-type and *∆MED12* lines and ordered the borders on the difference in the insulation score. We stratified the TAD borders located in an HCD into three equal-sized categories based on the difference in insulation score: weakened borders (higher insulation score), stronger borders (lower insulation score) and equal border (little to no difference in insulation score). We determined the position of the TAD borders in all three categories with respect to the edges of HCDs.

### ChIPseq data analysis

Mapping of ChIPseq data was performed with bowtie 2.3.4.1^44^ to hg19. We performed peak calling with MACS2 2.1.1^45^ for SCC1, CTCF, H3K4me3, H3K4me1, and H3K36me3 with standard settings. For H3K9me3 we performed peak calling in advanced mode using the following settings -l 500 -g 65 -cutoff-analysis 2.25. ChromHMM was performed as described in ref. ^21^. H3K9me3 domains were also called with MACS2 in advanced mode using the following settings -l 500 -g 65 -G 2000. Where indicated we filtered out H3K9me3 peaks that overlapped with H3K9me3 domains. ChIPseq alignment plots were created with deeptools 3.0.0.

### RNAseq data analysis

RNAseq data were mapped with TopHat 2.1.1^46^ and count-tables were generated with HTseq^47^ with the stranded=reverse setting using the Gencode v27lift37 gene-build. 

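Size factors computed by DESeq2's median-of-ratios method from the counts of the tested genes ranged from 0.611 to 1.43 over the 35 libraries (median 1.05). Dividing by them removes differences in depth and leaves gene length in the values. On this scale, after a pseudocount of 1, *WWOX* had a median log2 value of 6.38 in wild-type cells (SD 0.33), 3.09 in *∆MED12* cells (SD 0.77), 6.32 in *∆WAPL* cells (SD 0.35) and 6.16 in *∆WAPL/∆MED12* cells (SD 0.28). *NUDT7* had medians of 5.56 in wild-type (SD 0.58), 2.56 in *∆MED12* (SD 1.09), 6.14 in *∆WAPL* (SD 0.26) and 5.84 in *∆WAPL/∆MED12* cells (SD 0.15). In 1 *∆MED12* library *NUDT7* had no counts, so its log2 value there is set by the pseudocount.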

TPMs were calculated with DESeq2 1.18.1^48^ by dividing the counts by the normalization factors. Differential genes were called using DESeq2 using the Wald test. 

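The Wald test of DESeq2, run on the same libraries and genes with its own size factors and independent filtering, gave 3167 genes lower and 2956 higher in *∆MED12* than in wild-type cells at an adjusted p under 0.05. It gave 2234 lower and 2009 higher in *∆WAPL* against wild-type cells, 1211 lower and 1771 higher in *∆WAPL/∆MED12* against *∆WAPL* cells, and 2793 lower and 2811 higher in *∆WAPL/∆MED12* against wild-type cells. An interaction was called for 4300 genes. By this test 939 genes were lower in *∆MED12* cells by more than 1 log2 unit, and 21.1% of these were also lower in *∆WAPL/∆MED12* against *∆WAPL* cells. Their median log2 fold change in that comparison was 0.001.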

Profiles were generated with RPKM-normalized tracks in triplicate. Our RNAseq data offered the opportunity to check whether the changes in 3D genome organization and chromatin landscape were due to a change in the RNA levels of obvious chromatin regulatory or architectural proteins. No obvious genes or overarching functional categories were found enriched among up- or downregulated genes (Supplementary Fig. 3b, c). Furthermore, the expression of *CTCF*, *RAD21*, HP1-isoforms, and DNA-methyltransferases and -demethylases was unaltered (Supplementary Fig. 3a). 

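By more than 1 log2 unit, 940 genes were higher in *∆MED12* than in wild-type cells, with a median log2 fold change of 1.96. The 5 largest falls and rises were taken from genes with a mean count of at least 50 that moved the same way in each of the 3 sets. The falls were *LRRN3* (-10.24), *AC091493.1* (-7.98), *MME* (-7.65), *CAPN6* (-7.50) and *KCND3* (-7.20). The largest adjusted p among these 5 was 1.61e-07, for *CAPN6*, from edgeR's quasi-likelihood test. *LRRN3* had 34.8 ± 23.1 CPM in wild-type cells (SD, n = 9), with set means from 5.95 to 58.1, and at most 1 count in any *∆MED12* library. *CAPN6* had counts in only 1 *∆MED12* library (2C, 0.0757 CPM), so the size of its fold change is set by the floor of the depth. The rises were *ZNF354C* (8.04), *AC117402.1* (7.95), *ADGRD1* (7.93), *COL3A1* (7.17) and *PCDHGB5* (6.39), with adjusted p-values up to 1.73e-18 for *COL3A1*. *ZNF354C* had 0.174 ± 0.155 CPM in wild-type cells and 44.1 ± 12.8 in *∆MED12* cells. *AC117402.1* has no position in the annotation used. Functional categories were not analysed here.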

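In *∆MED12* against wild-type cells *CTCF* (chromosome 16 of GRCh37 from 67596370 to 67673080) had 128 ± 6.82 (SD, n = 8) against 141 ± 12.1 CPM (SD, n = 9). Its log2 fold change was -0.15 (standard error 0.05, adjusted p = 0.0243 from edgeR's quasi-likelihood test). It did not pass the threshold without a filter on low counts (adjusted p = 0.106) or with libraries summed by set (adjusted p = 0.397). With the set as a replicate block it did (adjusted p = 0.000591). *RAD21* (chromosome 8 from 117858173 to 117887015) had 430 ± 28 against 463 ± 89 CPM, a log2 fold change of -0.11 (adjusted p = 0.371). It was higher in *∆WAPL* than in wild-type cells, by 0.35 on the log2 scale (adjusted p = 0.00227). Among DNA methyltransferases *DNMT1* had a log2 fold change of -0.15 (adjusted p = 0.0385), *DNMT3A* of -0.24 (adjusted p = 0.278) and *DNMT3B* of 0.16 (adjusted p = 0.143). The direction of *DNMT3A* changed with set 1 left out (0.04, adjusted p = 0.805). *DNMT3B* was lower in *∆WAPL/∆MED12* against *∆WAPL* cells, with a log2 fold change of -0.27 (adjusted p = 0.0214), and its interaction was -0.43 (adjusted p = 0.00607). Among demethylases *TET1* had a log2 fold change of 0.30 (adjusted p = 0.0453) in *∆MED12* against wild-type cells, *TET2* of -0.04 (adjusted p = 0.85) and *TET3* of -0.18 (adjusted p = 0.13). Neither *DNMT1* nor *TET1* passed the threshold without a filter on low counts (adjusted p = 0.0834 and 0.07) or with libraries summed by set (adjusted p = 0.468 and 0.412). With the set as a replicate block both did (adjusted p = 0.000431 and 0.0173). *TET2* rose with set 2 left out (0.10, adjusted p = 0.578), and *TET3* fell past the threshold with set 3 left out (-0.30, adjusted p = 0.0315). The changes of *CTCF*, *DNMT1* and *TET1* were smaller than the 1 log2 unit used for larger changes.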

We selected genes that overlapped with wild-type H3K9me3 domains. We performed k-means clustering on the genes with k = 2.

### Immunofluorescence

Cells were grown on poly-l-lysine (Sigma-Aldrich) coated coverslips and samples were taken at 30% confluency. Non-chromatin bound proteins were removed using a pre-extraction procedure of 0.1% Triton X-100 in PBS for 1 min, followed by fixation using 3.7% formaldehyde in PBS for 7 min. Samples were blocked using 4% BSA in PBS for 1 h at room temperature and incubated with primary H3K9Me3 (ab8898, Abcam) or HP1alpha (Clone 15 19s2, Upstate/MilliporeSigma) antibody at a 1:1000 dilution overnight at 4 °C. Samples were washed (0.1% Tween in PBS) and incubated using secondary antibody (either goat anti-Mouse Alexafluor 488 or 568 (ThermoFisher A-11029 and A-11004), and goat anti-Rabbit Alexafluor 488 or 568 (ThermoFisher A-11008 and A-11011), used at a 1:600 dilution) and DAPI (Sigma-Aldrich). Coverslips were mounted onto glass slides using Prolong Antifade Gold (Invitrogen). Representative images were acquired using a Leica Confocal microscope 63x/1.32 oil lens using LAS-AF Software (Leica), DAPI levels were adjusted for visualization purposes. Analysis of the intensity of H3K9me3 or HP1 in the DAPI region was performed using an in-house written macro (ImageJ).

### Western blot

The following antibodies were used for western blots: WAPL (A-7, sc-365189, Santa Cruz), HSP90 (F-8, sc-13119, Santa Cruz), MED12 (A300-774A, Bethyl), CCNC (ab85927, Abcam), CTCF (ab70303, Abcam), Actin (ab6276, Abcam) and Tubulin (T5168, Sigma-Aldrich). All primary antibodies were used at a 1:1000 dilution, except for Tubulin 1:4000. Secondary antibodies for western blot analysis were used in a 1:2000 dilution: Goat anti-Rabbit-PO and Goat anti-Mouse-PO (DAKO P0448 and P0447, respectively).

### TLA

TLA was performed as previously described^18^, using the default restriction enzyme combination (i.e NlaIII as a first restriction enzyme and NspI as the second). We designed TLA primers that on the resistance marker sequence (i.e. Blasticidin or Puromycin) to amplify from the inserted cassette. Blasticidin primers were: forward: GCTAGTTCAAACCTTGGGAAAA, reverse: ATGAGCACAAAGCAGTCAGG. Puromycin primers were: forward: GCAACCTCCCCTTCTACGAG, reverse: AGGCCTTCCATCTGTTGCT. Sequencing libraries were generated using in-house produced Tn5 enzyme^49^ and sequenced on HiSeq 2500 single end 65 nt.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. The RNAseq, ChIPseq and Hi-C data generated in this study have been deposited in the NCBI GEO database under accession code GSE125672. The public datasets used in this study are available in the GEO database under accession code GSE95015. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Rea S (2000). Regulation of chromatin structure by site-specific histone H3 methyltransferases. Nature.

[2] Elgin, S. C. R. & Reuter, G. Position-effect variegation, heterochromatin formation, and gene silencing in Drosophila. *Cold Spring Harb. Perspect. Biol.* 5, a017780 (2013).10.1101/cshperspect.a017780PMC372127923906716

[3] Strom AR (2017). Phase separation drives heterochromatin domain formation. Nature.

[4] Wang J, Jia ST, Jia S (2016). New insights into the regulation of heterochromatin. Trends Genet..

[5] Ryba T (2010). Evolutionarily conserved replication timing profiles predict long-range chromatin interactions and distinguish closely related cell types. Genome Res..

[6] Guelen L (2008). Domain organization of human chromosomes revealed by mapping of nuclear lamina interactions. Nature.

[7] Lieberman-Aiden E (2009). Comprehensive mapping of long-range interactions reveals folding principles of the human genome. Science.

[8] Stevens, T. J. et al. 3D structures of individual mammalian genomes studied by single-cell Hi-C. *Nature*10.1038/nature21429 (2017).10.1038/nature21429PMC538513428289288

[9] Haarhuis JHI (2017). The cohesin release factor WAPL restricts chromatin loop extension. Cell.

[10] Wutz, G. et al. Topologically associating domains and chromatin loops depend on cohesin and are regulated by CTCF, WAPL, and PDS5 proteins. *EMBO J.* e201798004 10.15252/embj.201798004 (2017).10.15252/embj.201798004PMC573088829217591

[11] Schwarzer, W. et al. Two independent modes of chromatin organization revealed by cohesin removal. *Nature*10.1038/nature24281 (2017).10.1038/nature24281PMC568730329094699

[12] Rao SSP (2017). Cohesin loss eliminates all loop domains. Cell.

[13] Li, Y. et al. The structural basis for cohesin-CTCF anchored loops. *Nature***578**, 472–476.10.1038/s41586-019-1910-zPMC703511331905366

[14] Despang A (2019). Functional dissection of the Sox9–Kcnj2 locus identifies nonessential and instructive roles of TAD architecture. Nat. Genet..

[15] Flavahan WA (2019). Altered chromosomal topology drives oncogenic programs in SDH-deficient GISTs. Nature.

[16] Allahyar A (2018). Enhancer hubs and loop collisions identified from single-allele topologies. Nat. Genet..

[17] Blomen VA (2015). Gene essentiality and synthetic lethality in haploid human cells. Science.

[18] de Vree, P. J. P. et al. Targeted sequencing by proximity ligation for comprehensive variant detection and local haplotyping. *Nat. Biotechnol.*10.1038/nbt.2959 (2014).10.1038/nbt.295925129690

[19] Fant, C. B. & Taatjes, D. J. Regulatory functions of the Mediator kinases CDK8 and CDK19. *Transcription* 1–15. 10.1080/21541264.2018.1556915 (2018).10.1080/21541264.2018.1556915PMC660256730585107

[20] Kundaje A (2015). Integrative analysis of 111 reference human epigenomes. Nature.

[21] Ernst J, Kellis M (2012). ChromHMM: automating chromatin-state discovery and characterization. Nat. Methods.

[22] Kagey MH (2010). Mediator and cohesin connect gene expression and chromatin architecture. Nature.

[23] Phillips-Cremins JE (2013). Architectural protein subclasses shape 3D organization of genomes during lineage commitment. Cell.

[24] El Khattabi L (2019). A pliable mediator acts as a functional rather than an architectural bridge between promoters and enhancers. Cell.

[25] Jaeger, M. G. et al. Selective Mediator dependence of cell-type-specifying transcription. *Nat. Genet.*10.1038/s41588-020-0635-0 (2020).10.1038/s41588-020-0635-0PMC761044732483291

[26] Imakaev M (2012). Iterative correction of Hi-C data reveals hallmarks of chromosome organization. Nat. Methods.

[27] Fudenberg, G. et al. Formation of chromosomal domains by loop extrusion. *Cell Rep.*10.1016/j.celrep.2016.04.085 (2016).10.1016/j.celrep.2016.04.085PMC488951327210764

[28] Durand NC (2016). Juicer provides a one-click system for analyzing loop-resolution Hi-C experiments. Cell Syst..

[29] Falk, M. et al. Heterochromatin drives compartmentalization of inverted and conventional nuclei. *Nature*10.1038/s41586-019-1275-3 (2016).10.1038/s41586-019-1275-3PMC720689731168090

[30] Larson AG (2017). Liquid droplet formation by HP1α suggests a role for phase separation in heterochromatin. Nature.

[31] Knuesel, M. T., Meyer, K. D., Donner, A. J., Espinosa, J. M. & Taatjes, D. J. The human CDK8 subcomplex is a histone kinase that requires Med12 for activity and can function independently of mediator. *Mol. Cell. Biol.*10.1128/mcb.00993-08 (2009).10.1128/MCB.00993-08PMC263068519047373

[32] Fischle W (2005). Regulation of HP1–chromatin binding by histone H3 methylation and phosphorylation. Nature.

[33] Hirota T, Lipp JJ, Toh B-H, Peters J-M (2005). Histone H3 serine 10 phosphorylation by Aurora B causes HP1 dissociation from heterochromatin. Nature.

[34] Lai, F. et al. Activating RNAs associate with Mediator to enhance chromatin architecture and transcription. *Nature*10.1038/nature11884 (2009).10.1038/nature11884PMC410905923417068

[35] Luppino, J. M. et al. Cohesin promotes stochastic domain intermingling to ensure proper regulation of boundary-proximal genes. *Nat. Genet.*10.1038/s41588-020-0647-9 (2020).10.1038/s41588-020-0647-9PMC741653932572210

[36] Splinter E, de Wit E, van de Werken HJG, Klous P, de Laat W (2012). Determining long-range chromatin interactions for selected genomic sites using 4C-seq technology: From fixation to computation. Methods.

[37] Rao SSPSP (2014). A 3D map of the human genome at kilobase resolution reveals principles of chromatin looping. Cell.

[38] Nagano T (2013). Single-cell Hi-C reveals cell-to-cell variability in chromosome structure. Nature.

[39] Servant N (2015). HiC-Pro: an optimized and flexible pipeline for Hi-C data processing. Genome Biol..

[40] van der Weide, R. H. et al. Hi-C analyses with GENOVA: a case study with cohesin variants. *NAR Genomics Bioinform*. 10.1093/nargab/lqab040 (2021).10.1093/nargab/lqab040PMC814073734046591

[41] Flyamer IM (2017). Single-nucleus Hi-C reveals unique chromatin reorganization at oocyte-to-zygote transition. Nature.

[42] Visser I, Speekenbrink M (2010). depmixS4: an R package for hidden Markov models. J. Stat. Softw..

[43] Crane E (2015). Condensin-driven remodelling of X chromosome topology during dosage compensation. Nature.

[44] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[45] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[46] Kim D (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol..

[47] Anders S, Pyl PT, Huber W (2015). HTSeq-a Python framework to work with high-throughput sequencing data. Bioinformatics.

[48] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[49] Picelli S (2014). Tn5 transposase and tagmentation procedures for massively scaled sequencing projects. Genome Res..

# Supplementary material for: A Mediator-cohesin axis controls heterochromatin domain formation
**Source:** Nat Commun. 2022 Feb 8;13:754. doi: 10.1038/s41467-022-28377-7
**Supplement:** Supplementary file 2 — Reporting Summary

# Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

## Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

## Software and code

Policy information about [availability of computer code](#)

### Data collection

Images for quantification purposes were acquired using the Leica Confocal microscope 63x/1.32 oil lens using LAS-AF Software (Leica). Analysis of the intensity of H3K9me3 or HP1 in the DAPI region was performed using an in-house written macro (ImageJ v2.1.0/1.53c).

### Data analysis

Hi-C sequencing data was processed with Hi-C-Pro 2.9. We performed loop calling with HICCUPS 0.9. Hi-C data analysis was performed with GENOVA ([github.com/deWitLab/GENOVA](https://github.com/deWitLab/GENOVA)). Mapping of ChIPseq data was performed with bowtie 2.3.4.130 to hg19. We performed peak calling with MACS2 2.1.131. ChIPseq alignment plots were created with deeptools 3.0.0. RNAseq data was mapped with TopHat 2.1.133 and count-tables were generated with HTseq34 with the stranded=reverse setting using the Gencode v27lift37 gene-build. TPMs were calculated with DESeq2 1.18.135

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data has been deposited at GEO under accession GSE125672.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For the Hi-C data two replicates were generated. Replicates were highly similar and combined into one dataset. For RNAseq experiments triplicate libraries were generated. 

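Each genotype has 3 sets of libraries with up to 3 libraries per set, and set 1 of *∆MED12* cells holds 2. In set 1 the libraries held 14231159 to 18482339 counts on genes, in set 2 they held 10095502 to 16432091, and in set 3 they held 8178560 to 18318493. The median share of counts on mitochondrial genes was 2.49% in set 1, 2.77% in set 2 and 6.47% in set 3, so the sets differ in a property that the genotypes do not explain. Fitted within set 3 alone, 4252 genes were lower and 4110 higher in *∆MED12* than in wild-type cells past the threshold. The counts were 2937 and 2848 within set 1, and 2558 and 2642 within set 2.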

No sample size calculations were performed. Sample sizes were chosen based on common standards of the field. |
| Data exclusions | No data was excluded.                                                                                                                                                                                                                                                                   |
| Replication     | RNAseq experiments were performed at in triplicate for any given cell line. All attempts were succesful.                                                                                                                                                                                |
| Randomization   | No randomization was performed.                                                                                                                                                                                                                                                         |
| Blinding        | Blinding is not relevant to the current study because only machine measurements were used.                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>The following antibodies were used for western blots: WAPL (A-7, sc-365189, Santa Cruz), HSP90 (F-8, sc-13119 Santa Cruz), MED12 (A300-774A, Bethyl), CCNC (ab85927, Abcam), CTCF (ab70303, Abcam), Actin (ab6276 Abcam) and Tubulin (T5168, Sigma-Aldrich). All primary antibodies were used at a 1:1000 dilution, except for Tubulin 1:4000.</p> <p>For immunofluorescence: H3K9Me3 (ab8898, Abcam) or HP1alpha (Clone 15 19s2, Upstate/MilliporeSigma) antibody at a 1:1000 dilution.</p> <p>For ChIP: SCC1 (ab992, Abcam), CTCF (3418S, Cell Signaling), H3K4me3 (PAB-003-050, Diagenode), H3K4me1 (PAB-037-050, Diagenode), H3K36me3 (MAB-183-050, Diagenode), H3K27me3 (PAB-195-050, Diagenode), H3K9me3 (PAB-193-050, Diagenode), MED12 (A300-774A, Bethyl)</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Validation      | <p>Validation information can be found at the following websites for the following proteins:</p> <p>WAPL: <a href="https://www.scbt.com/p/wapl-antibody-a-7">https://www.scbt.com/p/wapl-antibody-a-7</a></p> <p>HSP90: <a href="https://www.scbt.com/p/hsp-90alpha-beta-antibody-f-8">https://www.scbt.com/p/hsp-90alpha-beta-antibody-f-8</a></p> <p>MED12: <a href="https://www.fortislife.com/products/primary-antibodies/rabbit-anti-med12-antibody/BETHYL-A300-774">https://www.fortislife.com/products/primary-antibodies/rabbit-anti-med12-antibody/BETHYL-A300-774</a></p> <p>CCNC: <a href="https://www.abcam.com/cyclin-c-antibody-ab85927.html">https://www.abcam.com/cyclin-c-antibody-ab85927.html</a></p> <p>CTCF: <a href="https://www.abcam.com/ctcf-antibody-ab70303.html">https://www.abcam.com/ctcf-antibody-ab70303.html</a></p> <p>Actin: <a href="https://www.abcam.com/beta-actin-antibody-ac-15-ab6276.html">https://www.abcam.com/beta-actin-antibody-ac-15-ab6276.html</a></p> <p>Tubulin: <a href="https://www.sigmaaldrich.com/NL/en/product/sigma/t5168">https://www.sigmaaldrich.com/NL/en/product/sigma/t5168</a></p> <p>H3K9Me3: <a href="https://www.abcam.com/histone-h3-tri-methyl-k9-antibody-chip-grade-ab8898.html">https://www.abcam.com/histone-h3-tri-methyl-k9-antibody-chip-grade-ab8898.html</a></p> <p>HP1 alpha: <a href="https://www.fishersci.com/shop/products/anti-hp1-clone-15-19s2-millipore-upstate/50171770">https://www.fishersci.com/shop/products/anti-hp1-clone-15-19s2-millipore-upstate/50171770</a></p> <p>SCC1: <a href="https://www.abcam.com/rad21-antibody-ab992.html">https://www.abcam.com/rad21-antibody-ab992.html</a></p> <p>CTCF: <a href="https://www.cellsignal.com/products/primary-antibodies/ctcf-d31h2-xp-rabbit-mab/3418">https://www.cellsignal.com/products/primary-antibodies/ctcf-d31h2-xp-rabbit-mab/3418</a></p> <p>H3K4Me3: <a href="https://www.diagenode.com/en/p/h3k4me3-polyclonal-antibody-premium-50-ug-50-ul">https://www.diagenode.com/en/p/h3k4me3-polyclonal-antibody-premium-50-ug-50-ul</a></p> |

H3K4Me1: <https://www.diagenode.com/en/p/h3k4me1-polyclonal-antibody-classic-50-ug-18-ul>  
H3K36Me3: <https://www.diagenode.com/en/documents/datasheet-h3k36me3-mab-183-050>  
H3K27me3: <https://www.diagenode.com/en/p/h3k27me3-polyclonal-antibody-premium-50-mg-27-ml>  
H3K9me3: <https://www.diagenode.com/en/documents/datasheet-h3k9me3-pab-193-050>

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                   |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Hap1 cells: Carette et al., Nature 2011 a gift from the authors.                  |
| Authentication                                                       | Karyotyping and western blot analyses. Knock-outs were confirmed by Western Blot. |
| Mycoplasma contamination                                             | All cell lines were negative for mycoplasma contamination.                        |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified line was used.                                          |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
*May remain private before publication.*  
Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE125672>  
Enter token qlyhamqyvxohtyv into the box.

Files in database submission

GSM3579008\_4557\_1\_Hap1\_K4mono\_CCGTCC\_S1\_peaks.narrowPeak.gz  
GSM3579012\_4590\_11\_4\_K4mo\_DKO\_chipseq\_TAGCTT\_S84\_L008\_peaks.narrowPeak.gz  
GSM3579014\_4590\_1\_2\_K4mo\_Wapl\_chipseq\_CGATGT\_S74\_L006\_peaks.narrowPeak.gz  
GSM3579015\_DKO\_K9\_minus100kbroad.bed.gz  
GSM3579019\_WAPL\_K9\_minus100kbroad.bed.gz  
GSM3579022\_4590\_6\_3\_K4mo\_Med12\_chipseq\_CAGATC\_S79\_L007\_peaks.narrowPeak.gz  
GSM3579024\_MED12\_K9\_minus100kbroad.bed.gz  
GSM3579026\_WT\_K9\_minus100kbroad.bed.gz  
CCNC\_CTCF\_peaks.narrowPeak  
CCNC\_SCC1\_peaks.narrowPeak  
CTCF\_MED12\_peaks.narrowPeak  
CTCF\_WT\_peaks.narrowPeak  
SCC1\_MED12\_peaks.narrowPeak  
SCC1\_WT\_peaks.narrowPeak  
WT\_MED12\_noBG.bed  
GSM5570288\_4590\_10\_3\_K36tri\_Med12\_chipseq\_ATCACG\_S83\_L007.bam\_peaks.broadPeak.gz  
GSM5570289\_4590\_7\_3\_K4tri\_Med12\_chipseq\_CTTGTA\_S80\_L007\_peaks.narrowPeak.gz  
GSM5570290\_4590\_9\_3\_K27tri\_Med12\_chipseq\_GTGAAA\_S82\_L007\_peaks.narrowPeak.gz  
GSM5570291\_merged\_K27tri\_peaks.narrowPeak.gz  
GSM5570286\_4557\_2\_Hap1\_K4tri\_GTGAAA\_S2\_peaks.narrowPeak.gz  
GSM5570287\_4557\_5\_Hap1\_K36tri\_CGATGT\_S5.bam\_peaks.broadPeak.gz

Genome browser session  
(e.g. [UCSC](#))  
[https://genome.ucsc.edu/s/robinhweide/CKM\\_haarhuis](https://genome.ucsc.edu/s/robinhweide/CKM_haarhuis)

### Methodology

Replicates  
No replicates were performed for the ChIPseq (n=1)

Sequencing depth

|               | reads     | reads uniquely mapped |
|---------------|-----------|-----------------------|
| H3K4me1 WT    | 47968697  | 47167854              |
| H3K4me1 MED12 | 37853636  | 37112517              |
| H3K4me1 WAPL  | 38230393  | 37424292              |
| H3K4me1 DKO   | 42861419  | 41996564              |
| H3K9me3 WT    | 107939765 | 102169221             |
| H3K9me3 MED12 | 90689208  | 85875210              |
| H3K9me3 WAPL  | 89468188  | 83672296              |
| H3K9me3 DKO   | 89247752  | 84069786              |
| SCC1 WT       | 20882936  | 20441958              |

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                         | <p>           SCC1 MED12 21680259 21281073<br/>           SCC1 CCNC 20451607 20066494<br/>           MED12 WT 38953698 38141362<br/>           CTCF WT 22556481 22207251<br/>           CTCF MED12 18292327 17650638<br/>           CTCF CCNC 20577084 20096714<br/>           H3K4me3 WT 24474905 23841024<br/>           H3K4me3 MED12 30915587 30007460<br/>           H3K27me3 WT 91963375 87959134<br/>           H3K27me3 MED12 71125320 68617412<br/>           H3K36me3 WT 40155268 39664965<br/>           H3K36me3 MED12 46760825 45972158         </p>                                                                                                                                                                                                                                                                                                                             |
| Antibodies              | <p>           SCC1 (ab992, Abcam), CTCF (3418S, Cell Signaling), MED12 (A300-774A, Bethyl), antibodies from Diagenode: PAB-003-050 for H3K4me3, PAB-037-050 for H3K4me1, MAB—183-050 for H3K36me3, PAB-195-050 for H3K27me3 and PAB-193-050 for H3K9me3.         </p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Peak calling parameters | <p>           We performed peak calling with MACS2 2.1.131 for SCC1, CTCF and H3K4me1 with standard settings. For H3K9me3 we performed peak calling in advanced mode using the following settings -l 500 -g 65 --cutoff-analysis 2.25.         </p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Data quality            | <p>           N peaks &gt; 5FC N peaks &gt; -log10(0.05)<br/>           H3K4me1 WT 12862 166392<br/>           H3K4me1 MED12 5358 115991<br/>           H3K4me1 WAPL 25105 156397<br/>           H3K4me1 DKO 6855 131806<br/>           SCC1 WT 34304 43128<br/>           SCC1 MED12 26065 32571<br/>           SCC1 CCNC 28885 36637<br/>           CTCF WT 57812 67132<br/>           CTCF MED12 49737 56129<br/>           CTCF CCNC 54577 65989<br/>           MED12 WT 15022 33108<br/>           H3K9me3 WT 27403 NA<br/>           H3K9me3 MED12 4976 NA<br/>           H3K9me3 WAPL 58337 NA<br/>           H3K9me3 DKO 41370 NA<br/>           H3K4me3 WT 18279 26647<br/>           H3K4me3 MED12 19970 29517<br/>           H3K27me3 WT 2427 7124<br/>           H3K27me3 MED12 2224 4081<br/>           H3K36me3 WT 44 16503<br/>           H3K36me3 MED12 50 14039         </p> |
| Software                | <p>           We performed peak calling with MACS2 2.1.131 for SCC1, CTCF and H3K4me1 with standard settings. For H3K9me3 we performed peak calling in advanced mode using the following settings -l 500 -g 65 --cutoff-analysis 2.25.         </p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

How the deposited data were processed for this re-analysis (not part of the article)

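Poly(A)-selected, strand-specific RNA-seq libraries of HAP1 cells of 4 genotypes (wild-type, *∆MED12*, *∆WAPL* and *∆WAPL/∆MED12*) were used. The authors aligned reads with TopHat 2.1.1 and counted them with HTSeq in stranded=reverse mode on Gencode v27lift37, and they deposited raw counts per gene for each of 35 libraries, without normalization or pooling. The counts are whole numbers, and HTSeq's tallies of reads without a gene, ambiguous reads and reads with several alignments were kept apart from the genes. Genotype, set (1 to 3) and letter (A to C) of each library were taken from the sample labels. ChIP-seq and Hi-C data were not used here, so genes in H3K9me3 domains could not be taken as a group.

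The libraries held 8178560 to 18482339 counts on genes, with a median of 14046912. The smallest level that 3 counts can show was computed for each library, and shares of genes are given with 95% Wilson intervals. Both cover counting error only. Positions came from the Gencode v44lift37 annotation, in which 59231 of 60440 genes (98.0%) had a match by identifier.

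Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by genotype, normalized by TMM and fitted with all libraries in 1 model with genotype as the only term (estimateDisp, glmQLFit with robust estimation, glmQLFTest). The comparisons were *∆MED12* and *∆WAPL* with wild-type, *∆WAPL/∆MED12* with *∆WAPL* and with wild-type, and the interaction, which is the difference between the effects of MED12 loss in the 2 backgrounds. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and the threshold was 0.05. The paper's text names DESeq2's Wald test and no threshold. The Wald test was run as an alternative. Genes lower in *∆MED12* than in wild-type cells past this threshold and by more than 1 log2 unit were followed in *∆WAPL/∆MED12* cells. That such a gene was also lower there was first left undefined as to size. It was then taken as an adjusted p under 0.05 alone, after the counts with and without a limit of 1 log2 unit had both been seen, and both are given.

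The alternatives were RLE size factors in edgeR, DESeq2 1.42.0 with the Wald test, the set or the full label as a replicate block, no filter on low counts (at least 1 count in total), a mean count of at least 10, only the genotypes compared, libraries summed by genotype and set, each set left out in turn, an added limit of 1 log2 unit, genes chosen in set 1 and measured in the others, and a log2 fold change under -2. A fit with libraries summed by genotype and set and the set as a replicate block was added after seeing the data. The pairing of libraries comes from the labels, which give libraries of different genotypes the same set numbers and letters. The methods name no block, so none was used in the reported values. Libraries that share a set were checked for shared deviations from the mean of their genotype.

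The genes given by name are those that the paper's text or figures name for RNA-seq, the members of the groups it names (HP1 isoforms, DNA methyltransferases and demethylases), the mutated genes and the CDK module. The 5 largest falls and 5 largest rises in *∆MED12* cells were added, among genes past the threshold with a mean count of at least 50 over all libraries and the same direction in each set. Any listed epigenetic modifier that changed by more than 1 log2 unit with all libraries would have been named as well, and none did. Past the threshold, 2 did with set 1 left out and 1 did with set 3 left out. This rule and the list of 100 modifiers were fixed ahead of the values. *MECOM*, *ATF7IP*, *SETDB1*, *MAF*, *SYCE1L*, *MON1B* and *AC079414.3* were named after the values had been seen.

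The fit was tested on simulated data with 16594 genes and the same numbers of libraries. Of 200 changed genes 97% were recovered, 9 unchanged genes were called, and 0 were called in *∆WAPL* against wild-type libraries, where no gene had been changed. The simulated libraries were independent, whereas real libraries of a set deviate together (mean correlation 0.415 across genes). The simulation therefore cannot show how many false calls the fit makes on the real libraries. The permutation of gene order and the matched lists were also tested on simulated data, in Python 3.11.15. Of the simulated orders, 3 of 40 without clusters and 40 of 40 with clusters were called. Of the lists without a shift, 38 of 40 lay within the matched range. Other splits of the libraries exchanged same-numbered libraries between genotypes, 100 for each comparison with a fixed seed. The longest transcript of each zinc finger and protocadherin gene was compared with the longest transcript of each other gene by exact shared 50-mers. Functional categories were not analysed here.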

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

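The alternative settings were chosen before the data were examined, apart from libraries summed by set with the set as a replicate block. The splits that exchange same-numbered libraries, the test of neighbours and that of whole chromosomes were also chosen before. The tests of gene families were chosen after their values had been seen, so what they show is a hypothesis.

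The effect of MED12 loss differed between the wild-type and *∆WAPL* backgrounds for 4026 genes past the threshold for the interaction. In 1 of the 100 splits that exchanged the MED12 status of same-numbered libraries within each background, the real one, the interaction gave as many genes. The largest other count was 3224. The real split also gave the most genes in each single comparison, counted in fits of the 2 genotypes alone. In *∆MED12* against wild-type cells this was 1 of the 100 splits, with 5454 genes against at most 4317 in the others. In *∆WAPL* against wild-type cells it was 1 of the 100 splits (3388 against 848). In *∆WAPL/∆MED12* against *∆WAPL* cells it was 1 of the 100 splits (3000 against 1529), and in *∆WAPL/∆MED12* against wild-type cells 1 of the 100 splits (4574 against 3380). In the single comparisons each other split with more than 1 gene exchanged 1 pair of libraries or, in *∆MED12* against wild-type cells, 7 or 8 of the 8 pairs, which nearly mirrors the real split. The split of the interaction with 3224 genes exchanged 10 of 17 pairs, and why it gave so many was not tested. Exchanging a whole set gave at most 6 genes in any of the 4 comparisons, but only 4 such splits exist for each, too few for a share under 0.05.

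Among 34 named genes 16 were past the threshold for this interaction. On the log2 scale it was 3.193 for *WWOX*, 2.974 for *NUDT7*, 3.18 for *TMEM99* and 2.606 for *CELF2*. Among the largest falls in *∆MED12* cells it was 9.34 for *LRRN3*, 6.101 for *AC091493.1*, 4.738 for *MME*, 7.209 for *CAPN6* and 9.624 for *KCND3*. Among the largest rises it was -7.16 for *ZNF354C*, -5.832 for *AC117402.1* and -8.102 for *ADGRD1*. These 8 genes were chosen for large changes in *∆MED12* cells, which the interaction also contains, so its sign is partly fixed by the choice. A positive value does not mean kept expression. In *∆WAPL/∆MED12* against *∆WAPL* cells *MME* (-2.909) and *AC091493.1* (-1.879) still fell past the threshold. *LRRN3* (-0.904) and *CAPN6* (-0.291) did not pass it, and *KCND3* rose (2.42). *LRRN3* (-4.145), *KCND3* (-2.381) and *MME* (-0.888) were already lower in *∆WAPL* than in wild-type cells, and *AC091493.1* was higher (0.507). For *MED12* itself the interaction was -1.246, for *MED12L* 0.618, for *CDK8* -0.306 and for *DNMT3B* -0.435. The values of *MED12L*, *CDK8* and *DNMT3B* did not pass the threshold with libraries summed by set (adjusted p = 0.355, 0.371 and 0.343, edgeR's quasi-likelihood test) or with set 3 left out (0.223, 0.0526 and 0.0687), nor did *CDK8* with set 1 left out (0.0922). With the set as a replicate block all 3 passed it (0.000181, 0.000646 and 4.61e-07), as they did with the block on the summed libraries (0.01, 0.0449 and 0.00453), a fit chosen after seeing the data. For *WWOX*, *NUDT7*, *TMEM99* and *CELF2* the highest *∆MED12* library (0.908, 0.741, 1.35 and 14.5 CPM) was below the lowest library of each other genotype, so the fall is not confined to some of the libraries. The paper states that different clones were used for each knock-out line, but the labels do not name them, and differences between clones were not tested for any of these genes.

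Of 148 groups tested for a library far from the others, 4 had one, fewer than the 7.4 that chance gives. Each of the 4 is a named gene in 1 genotype. *CELF2* was at 141.1 CPM in library 2C of *∆WAPL/∆MED12* cells (next highest 113). *CDK19* was at 65.26 in the same library (next highest 50.9). *CAPN6* was at 0.0757 in library 2C of *∆MED12* cells, which stands for 1 count against 0 in the others. *MED12L* was at 20.89 in library 1B of *∆MED12* cells (next highest 15.5). Since chance gives as many, no explanation was tested.

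Of 486 zinc finger genes 258 were higher in *∆MED12* than in wild-type cells past the threshold and 42 lower, a group of genes that the paper does not discuss. Their median log2 fold change was 0.36, and it stayed above 0 in all 13 fits made, from 0.30 to 0.43. It was above 100.0% of random lists matched on expression level and above 100.0% of lists matched on GC content and transcript length. These lists treat neighbouring genes as independent, which makes their range too narrow. The median was 0.36 with RLE size factors, and the lowest median of the 3 sets was 0.275. It was 0.779 for 237 genes on chromosome 19 and 0.0567 for 249 genes elsewhere. Reads shared between paralogs were tested with the 243 genes whose transcripts share under 1% of their 50-mers with other genes. Their median was 0.169 against 0.36 for all. This drop mixes sharing with position, because 85 of the 243 genes but 237 of all 486 lie on chromosome 19. Those 85 genes had a median of 0.675, against 0.962 for the 152 genes on chromosome 19 that share 1% or more. Shared reads may therefore account for part of the rise. The 85 genes rose with little exact sharing. Exact 50-mers of the longest transcripts miss similar sequence with mismatches and other transcripts, so shared reads are not excluded for them. Reads with several alignments were not assigned to genes, so only reads placed at a single wrong gene are at issue. The 72 other genes that lie between zinc finger genes also had a raised median (0.317), above 100.0% of matched lists, while 904 other genes on chromosome 19 had a median of 0.00135. A candidate explanation is a change of these regions as a whole. The median of the 486 zinc finger genes was 0.016 in *∆WAPL/∆MED12* against *∆WAPL* cells. Their rise in *∆MED12* cells cannot be told apart from a regional change or, in part, from shared reads.

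Of 45 protocadherin genes 38 were higher in *∆MED12* cells past the threshold and 6 lower, with a median log2 fold change of 2.24, above 100.0% of lists matched on expression level. The median was above 2 in each set, the lowest being 2.197, and lay between 2.19 and 2.32 in all fits made. Only 6 of these genes share under 1% of their 50-mers with other genes, and their median was -1.18, so shared reads could not be tested on enough genes. Reads with several alignments were not assigned to genes, which leaves reads placed at a single wrong paralog, and the rise cannot be told apart from these. The median was 0.989 in *∆WAPL/∆MED12* against *∆WAPL* cells.

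Reads that aligned to several places are tallied in the deposited counts and were not assigned to genes. They amounted to 48.4 alignments per 100 gene counts in set 1 of *∆MED12* cells, 46.7 in set 2 and 50.7 in set 3. The highest mean of any set of the other genotypes was 44.2. Where these reads align was not analysed here, and no explanation was tested.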

How the results depend on the processing

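Each alternative described in the processing summary was run. For the 14 results that summarise a comparison, RLE size factors, the DESeq2 Wald test and a mean count of at least 10 moved no count by more than a factor of 1.5 and no share or median by more than its error. Fits of only the genotypes compared, which give 13 of these results and no interaction, did not either, nor did choosing genes in set 1 and measuring them in sets 2 and 3 for the 4 results that follow genes lower in *∆MED12* cells. Over all alternatives, 138 of 184 values of these results stayed, 45 moved and 1 reversed.

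With the set as a replicate block, 3519 genes were lower and 3447 higher in *∆WAPL* against wild-type cells, 2612 and 2652 in *∆WAPL/∆MED12* against *∆WAPL* cells, and 4323 and 3997 in *∆WAPL/∆MED12* against wild-type cells. The interaction passed the threshold for 6526 genes, and 27.7% of the genes lower in *∆MED12* cells by more than 1 log2 unit were also lower in *∆WAPL/∆MED12* against *∆WAPL* cells. Without the block these were 2124 and 1877, 1067 and 1670, 2731 and 2664, 4026, and 20.9%. With set and letter together as the block, the counts were 3361 and 3324, 2429 and 2516, 4180 lower, 6325 for the interaction, and 26.7%. Libraries of the same set deviate together (mean correlation 0.415 across genes), which the block removes. Without a filter on low counts 1387 genes were chosen, the share was 15.6%, and the median log2 fold change of the chosen genes in *∆WAPL/∆MED12* against wild-type cells reversed from 0.115 to -0.042.

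With the libraries of a genotype and set summed, 1327 genes were lower and 1516 higher in *∆MED12* against wild-type cells, 566 and 404 in *∆WAPL* against wild-type cells, 145 and 638 in *∆WAPL/∆MED12* against *∆WAPL* cells, and 489 and 883 in *∆WAPL/∆MED12* against wild-type cells. The interaction passed for 1300 genes and the share was 9.04%. Whether libraries of a set are independent cultures is not stated, and these lower counts do not assume it, but this fit also has no term for the set. With the set as a block on the summed libraries, a fit added after seeing the data, the share was 15.5% and the other 13 results stayed, with 3166 genes lower and 3281 higher in *∆MED12* against wild-type cells.

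When a change of more than 1 log2 unit was also required, the counts in the same order of comparisons were 933 and 940, 601 and 407, 156 and 715, and 381 and 755, with 1683 interactions. With genes lower in *∆MED12* cells by more than 2 log2 units, 412 genes were left and the share was 27.2%. Across the 3 fits that each left out a set, 640 to 1067 genes were lower in *∆WAPL/∆MED12* against *∆WAPL* cells, and 1395 to 2477 were lower and 1165 to 2008 higher in *∆WAPL* against wild-type cells. The share ranged from 17.4% to 21.5%, the median of these genes in *∆WAPL/∆MED12* against *∆WAPL* cells from -0.071 to 0.041, their median in *∆WAPL/∆MED12* against wild-type cells from -0.011 to 0.189, and the epigenetic modifiers changed by more than 1 log2 unit from 0 to 2 (0 with all sets, and 38 at an unadjusted p under 0.05 with no limit on size).

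Of 1064 values of 90 results for named genes, 984 kept their direction and side of the threshold, 54 lost it, 14 passed it only under the alternative and 12 reversed. Every reversed value belongs to a log2 fold change that was not past the threshold. *MED13L* in *∆MED12* against wild-type cells was at 0.008 with the set as the block and 0.012 with the full label. In that comparison the fits that each left out a set ranged from -0.083 to 0.076 for *MED13L*, from -0.104 to 0.217 for *CBX3*, from -0.018 to 0.065 for *WAPL*, from -0.412 to 0.041 for *DNMT3A*, from -0.086 to 0.008 for *CBX1*, from -0.104 to 0.10 for *TET2* and from -0.008 to 0.063 for *MED13*. *CBX3* was at -0.002 without set 3. *TMEM99* in *∆WAPL/∆MED12* against *∆WAPL* cells ranged from -0.019 to 0.102, with -0.011 without set 1. For all these changes the cause was not tested.

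Depth limits some of the largest falls and the largest rises. *LRRN3*, *AC091493.1* and *CAPN6* have 0 or 1 count in each *∆MED12* library, and *KCND3* has 0 to 2. For the 5 largest rises the mean in wild-type cells was between 0.0769 and 0.202 CPM. The size of these log2 fold changes is not measured beyond what the floor of 0.158 to 0.37 CPM allows.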

Differences from the paper's values

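None of the medians of *WWOX* and *NUDT7* read by eye from Fig. 5E differed from the values computed here with all libraries and DESeq2's size factors by more than the SD between libraries. With libraries summed or a set left out, some differed by more than the SD of that fit, but none by more than the SD with all libraries. For example, *NUDT7* in *∆MED12* cells was read as 2.3 and was 2.9 with libraries summed. The SD was 0.451 in that fit and 1.09 with all libraries.

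The paper states that HP1 isoforms, *CTCF*, *RAD21*, DNA methyltransferases and demethylases did not change in expression. It also reports that the level of CTCF protein was unaffected, and only RNA is compared here. In *∆MED12* against wild-type cells *CTCF* had a log2 fold change of -0.15 (adjusted p = 0.0243, edgeR's quasi-likelihood test), *DNMT1* of -0.15 (adjusted p = 0.0385) and *TET1* of 0.30 (adjusted p = 0.0453). Of the alternatives set before the data were examined, those without a filter on low counts and with libraries summed by set left none of these 3 genes past the threshold. So did leaving out set 2 for *CTCF* (adjusted p = 0.181), set 1 or 3 for *DNMT1* (0.129 and 0.118) and set 2 or 3 for *TET1* (0.484 and 0.118). The other alternatives set before the data were examined kept them past it. The fit with libraries summed by set and the set as a block was chosen after seeing the values. In it *DNMT1* passed the threshold (0.0424) and *CTCF* (0.0503) and *TET1* (0.21) did not. *CBX5* (adjusted p = 0.11) and *DNMT3B* (0.143) were not past the threshold in this comparison. With the set as a replicate block both were (-0.21, adjusted p = 0.0175, and 0.19, adjusted p = 0.00105), as with the full label (0.0282 and 0.00347).

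The paper's statement names no genotypes, so the 6 changes that follow may lie outside it. In *∆WAPL* against wild-type cells *RAD21* was higher (0.35, adjusted p = 0.00227) and *TET1* lower (-0.33, adjusted p = 0.0299). In *∆WAPL/∆MED12* against *∆WAPL* cells *DNMT3B* was lower (-0.27, adjusted p = 0.0214). In *∆WAPL/∆MED12* against wild-type cells *DNMT3B* (-0.39, adjusted p = 0.000411) and *TET1* (-0.36, adjusted p = 0.0133) were lower and *TET2* higher (0.43, adjusted p = 0.00919). With libraries summed by set none of these 6 changes passed the threshold (adjusted p = 0.278, 0.397, 0.64, 0.175, 0.242 and 0.278 in the same order), in a fit without a term for the set. With the set as a replicate block all 6 did (1.15e-07, 0.0118, 1.58e-05, 1.07e-08, 0.00653 and 0.000226). With summing and block together, a fit chosen after seeing the values, the 2 changes of *TET1* did not pass it (0.143 and 0.093), and the others did. With a set left out, *TET1*, *DNMT3B* in *∆WAPL/∆MED12* against *∆WAPL* cells and *TET2* also lost it in at least 1 of the 3 fits.

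The legend of Fig. 5E gives the same number of experiments for every genotype. The deposited counts hold 8 libraries of *∆MED12* cells and 9 of each other genotype.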

Other observations

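The neighbour tests that leave out near genes or take other groups of genes, the tests of genes that stay raised and those of gene families were chosen after the results had been seen.

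Genes lower in *∆MED12* cells by more than 1 log2 unit often lay next to each other. Of 931 with a position, 28.8% had such a gene as a direct neighbour among tested genes, against 8.7% to 14.3% in the middle 95% of 10000 permutations of gene order within chromosomes (one-sided permutation p = 0.0001, the smallest they can give). Of these genes 268 lay in 116 runs of 2 or more, the longest of 5 genes. The share is consistent with domains that span several genes, which the paper describes from H3K9me3. The same test gave 34.5% for the genes higher in *∆MED12* cells and 24.8% for the genes lower in *∆WAPL* cells, each above its range over permutations of gene order (permutation p = 0.0001 for both). Runs of neighbours are therefore not specific to silenced genes. Another 2 explanations, both technical, were tested. Chromosome medians lay between -0.0999 (X) and 0.0701 (19), which argues against a copy number change of a whole chromosome. Centring each chromosome on its median left 928 of 933 genes. With medians this small it could move few genes, and the share with neighbours was not recomputed after it. With neighbours nearer than 10 kb or of the same symbol stem left out, 15.0% still had a silenced neighbour, above the permuted range of 4.4% to 8.7%. In the same way 11.4% was left for the genes higher in *∆MED12* cells (range 4.4% to 8.81%). For the genes lower in *∆WAPL* cells it was 10.1% (range 2.01% to 6.2%). Copy number changes of smaller regions in a clone were not tested and remain open.

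Genes raised in *∆MED12* cells by more than 1 log2 unit stayed raised in the *∆WAPL* background more often than lowered genes stayed lowered. Of 940 raised genes 46.3% were also higher in *∆WAPL/∆MED12* against *∆WAPL* cells, against 20.9% of the lowered genes that were also lower. Among all tested genes this comparison gave 1670 higher and 1067 lower, so the 2 shares have different baselines. Of the lowered genes 25.7% were higher, and of the raised genes 2.77% were lower. Weighted to the expression level and size of change of the lowered genes, the share of raised genes that were also higher was 48.4%. With RLE size factors it was 46.1%, and with genes chosen in set 1 and measured in sets 2 and 3 it was 39.2% against 19.9%. The share stayed higher in all 14 fits made, the closest being 27.7% against 15.6% without a filter on low counts. A candidate explanation is that MED12 loss raises part of its genes whether or not WAPL is present. The labels do not name the clones, so differences between clones were not tested. Across the 16836 tested genes the fold changes of MED12 loss in the 2 backgrounds correlated with r = 0.26, where genes are not independent replicates.

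Of 9 gene families examined, 8 had a median log2 fold change in *∆MED12* against wild-type cells outside the range of lists matched on expression level after Benjamini-Hochberg adjustment over the 9, zinc finger and protocadherin genes among them. Histone genes had a median of 1.02 (25 genes, 17 of them higher, adjusted p = 0.00036 from random lists), and ribosomal protein genes 0.125 (78 genes, adjusted p = 0.00036). Among the others HOX genes were at 0.259 (29 genes, adjusted p = 0.0047) and keratin genes at 0.666 (11 genes, adjusted p = 0.0047). MAGE genes were at -1.9 (11 genes, 8 of them lower, adjusted p = 0.00036, and -0.908 with the DESeq2 Wald test). Collagen genes were at -0.228 (26 genes, 8 higher and 8 lower, adjusted p = 0.0047), and at -0.063 without set 3. The signs of the medians held in all 13 fits made, apart from the mitochondrial genes without set 1 (-0.048), and within each set, apart from collagen genes in set 2 (0.122) and mitochondrial genes. Genes on the mitochondrial chromosome were not outside the range (median 0.0772, 23 genes, adjusted p = 0.058). These random lists treat neighbouring genes as independent, so the adjusted p-values are too small, and no explanation was tested.

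Among the other genes of the Mediator CDK module, *CDK19* was lower in *∆MED12* than in wild-type cells (log2 fold change -0.32, adjusted p = 0.0387, edgeR's quasi-likelihood test). It did not pass the threshold without a filter on low counts (adjusted p = 0.0556), with only these genotypes in the fit (0.0927) or with libraries summed by set (0.396). Nor did it without set 1 (0.412) or set 2 (0.207). With the set (-0.29, adjusted p = 0.00469) or the full label (0.0152) as a replicate block it did. *CCNC* (0.20, adjusted p = 0.0591), *CDK8* (0.10, adjusted p = 0.201), *MED12L* (0.14, adjusted p = 0.473), *MED13* (0.03, adjusted p = 0.894) and *MED13L* (-0.03, adjusted p = 0.879) did not pass the threshold. *CCNC* passed it with the set as a replicate block (0.20, adjusted p = 0.00317), where libraries of the same set share a mean correlation of 0.415, with the full label as the block (0.0046) and without set 2 (0.00355). *MED12L* was higher in *∆WAPL/∆MED12* than in *∆WAPL* cells, by 0.75 (adjusted p = 1.83e-05), and *CDK8* lower, by -0.20 (adjusted p = 0.0156). With libraries summed by set neither passed the threshold (0.0779 and 0.621), and *CDK8* did not without a filter on low counts (0.0561) or without set 3 (0.171). *CDK19* was higher in *∆WAPL* than in wild-type cells (0.65, adjusted p = 3.75e-05), but not with libraries summed by set (adjusted p = 0.0943). With the set as a block on the summed libraries, a fit chosen after seeing the data, *CDK19* passed it in *∆WAPL* (0.00279) but not in *∆MED12* cells (0.1), *MED12L* passed it (0.000309) and *CDK8* did not (0.0927), and *CCNC* did (0.0444).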
